# Polycomb dysregulation in gliomagenesis targets a *Zfp423*-dependent differentiation network

**DOI:** 10.1038/ncomms10753

**Published:** 2016-02-29

**Authors:** Elena Signaroldi, Pasquale Laise, Silvia Cristofanon, Arianna Brancaccio, Elisa Reisoli, Sina Atashpaz, Maria Rosa Terreni, Claudio Doglioni, Giancarlo Pruneri, Paolo Malatesta, Giuseppe Testa

## Abstract

Malignant gliomas constitute one of the most significant areas of unmet medical need, owing to the invariable failure of surgical eradication and their marked molecular heterogeneity. Accumulating evidence has revealed a critical contribution by the Polycomb axis of epigenetic repression. However, a coherent understanding of the regulatory networks affected by Polycomb during gliomagenesis is still lacking. Here we integrate transcriptomic and epigenomic analyses to define Polycomb-dependent networks that promote gliomagenesis, validating them both in two independent mouse models and in a large cohort of human samples. We find that Polycomb dysregulation in gliomagenesis affects transcriptional networks associated with invasiveness and de-differentiation. The dissection of these networks uncovers *Zfp423* as a critical Polycomb-dependent transcription factor whose silencing negatively impacts survival. The anti-gliomagenic activity of *Zfp423* requires interaction with the SMAD proteins within the BMP signalling pathway, pointing to a novel synergic circuit through which Polycomb inhibits BMP signalling.

## Abstract (web summary)

Polycomb-mediated gene regulation has been implicated in gliomas. Here the authors integrate transcriptomic and epigenomic analyses to define Polycomb-dependent networks that promote gliomagenesis, and find that the Polycomb-dependent silencing of the transcription factor *Zfp423* hinders survival.

The Polycomb group (PcG) epigenetic axis highlights the intimate regulatory nexus between development and cancer, as its members play a critical role in the acquisition, maintenance and reversion of developmental fate^1^, whose alterations can in turn underlie the expansion or restoration of a dedifferentiated stem-like state that is thought to fuel the growth of many cancers^2^. Trimethylation of lysine 27 of histone H3 (H3K27me3), catalysed by EZH2 or EZH1 within Polycomb repressive complex 2 (PRC2), is both a major mechanism for the reversible maintenance of gene silencing^3^ and one of the few histone posttranslational modifications for which *bona fide* evidence supports a mechanism of propagation through cell division, thus providing the molecular basis for the maintenance of aberrant repressive chromatin during cancer growth^4^. In particular, convergent lines of evidence implicate Polycomb developmental functions as critical nodes of dysregulation during tumorigenesis. First, the majority of genes that are hypermethylated in cancers on CpG promoters are pre-marked by H3K27me3 during development, corroborating the model in which PcG-dependent programmes that orchestrate normal development can be hijacked in cancer as templates for aberrant DNA methylation^5^,^6^,^7^. Second, inappropriate expression of PcG proteins was directly shown to fuel dedifferentiation^8^, and more recently the dynamic acquisition of the bivalent chromatin configuration featuring both H3K27me3 and H3K4me3, which has been associated to both embryonic and tissue-specific stem cells^9^, was found to mediate the plastic interconversion, within the same tumour, of non-cancer stem cells into cancer stem cells^10^.

Furthermore, and beyond the developmental aspects of its function, the PcG system has been also implicated in other cardinal features of tumorigenesis, including silencing of the INK4A-ARF-INK4B locus^11^, promotion of angiogenesis^12^ and direct control of DNA replication^13^.

However, we still lack a coherent understanding of the genome-wide circuits affected by Polycomb during tumorigenesis, a deficit that has grown more relevant with accumulating evidence that PcG members can play opposing roles in tumorigenesis. Besides the ‘classical' oncogenic properties of EZH2 (refs 14, 15, 16), recent evidence has pointed also to a tumour suppressor role manifested through either inactivating mutations of PRC2 members^17^,^18^ or histone mutations that were shown to inhibit PRC2 activity^19^,^20^. Indeed, in the case of glioblastoma (GBM), although EZH2 is very frequently overexpressed, only its short-term inhibition ameliorates survival, while a longer depletion exacerbates tumour-related dedifferentiation^21^. Yet, although these results underscore the extreme context dependence of Polycomb involvement in tumorigenesis^22^, its molecular basis remains elusive. Even in settings in which EZH2 inhibition proved remarkably effective, as in lymphomas with gain-of-function mutations, it was not possible to define consistent transcriptional outputs, indicating that Polycomb can regulate different pathways even within the same apparently homogeneous tumour type^15^. This diversity of molecular impact is being linked to what is increasingly recognized, starting from Polycomb, as the core function of many chromatin modifiers, namely the definition of cell context-dependent ranges or thresholds of gene expression rather than the univocal determination of transcriptional output^2^,^23^. In turn, this grounds the rationale to pursue the elucidation of Polycomb-dependent programmes in highly defined and physiopathologically meaningful tumour models.

Here we address this challenge focusing on malignant gliomas, which constitute one of the most significant unmet medical needs and present two particularly relevant features: (i) pronounced heterogeneity among and within tumour types and (ii) convergent evidence of context-dependent Polycomb involvement, which is largely limited to its impact on single genes and has not mechanistically uncovered the diversity of its target pathways in relation to specific glioma subtypes and developmental contexts^24^,^25^,^26^,^27^,^28^,^29^,^30^,^31^. Specifically, we integrate transcriptomic and epigenomic analyses to define functionally relevant PRC2-dependent networks that promote gliomagenesis, validating them both in mouse models and human samples. We find that PRC2 affects specific developmental pathways associated to defining features of the disease. Moreover, the dissection of PRC2-dependent circuits at distinct stages of gliomagenic transformation uncovers *Zfp423* as a critical downstream target of PRC2, whose downregulation negatively impacts survival and whose overexpression impairs gliomagenesis in a SMAD (small mother against decapentaplegic)-dependent manner.

## Results

### Polycomb targets developmental pathways during gliomagenesis

To define the gene circuits that are deregulated during gliomagenesis in a PRC2-dependent manner, we used a well-established mouse model of gliomagenesis that relies on the loss of *Ink4a/Arf* combined with the overexpression of the constitutively active mutant form of the human epidermal growth factor receptor (EGFR) known as EGFR variant III (hereafter indicated as EGFR*), the two most common lesions in human high-grade gliomas (HGGs)^32^ (Fig. 1a and Supplementary Fig. 1a). The model relies on orthotopic transplantation of early postnatal astrocytes harbouring both lesions (hereafter *Ink4a/Arf*^*−/−*^; EGFR*) and its unique advantage, as depicted in Fig. 1a, is the definition of largely homogeneous cell populations endowed with different tumorigenic potential (non-tumorigenic primary *Ink4a/Arf*^*−/−*^ astrocytes, hereafter Astro; tumorigenic *Ink4a/Arf*^*−/−*^ astrocytes expressing EGFR*, hereafter AstroEGFR*; glioma propagating cells (GPCs) derived from primary tumours, hereafter PT; and GPCs derived from secondary tumours, hereafter ST), which constitute a privileged entry point to dissect the transcriptional and epigenomic alterations that accrue during gliomagenesis. Importantly, the *Ink4a/Arf*-null background allows to study the developmental features of PRC2-dependent oncogenesis independent of its control of the INK4A-ARF-INK4B locus^11^. We first validated the model through a thorough histopathological assessment, which extended previous observations^30^, confirming that in mouse the *Ink4a/Arf*^*−/−*^; EGFR* combination recapitulates a broad range of HGG, ranging from anaplastic astrocytomas, oligodendrogliomas and oligoastrocytomas to GBM and gliosarcoma (Supplementary Fig. 1b,c). 

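RNA was sequenced from 3 AstroEGFR* cultures, 1 from each of the astrocyte batches AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3, and from 4 PT cultures. PT1 and PT4 came from batch 1, PT2 from batch 2 and PT3 from batch 3 (Fig. 6c). AstroEGFR* were grown with fetal bovine serum and PT in serum-free medium with growth factors, so an effect of the medium and an effect of the tumour step cannot be told apart in this comparison. The authors deposited FPKM values of 23230 features, listed by gene symbol. No fragment counts were used here, so the depth of each library is unknown. The FPKM values summed to 361102 in AstroEGFR*1, 529126 in AstroEGFR*2 and 467575 in AstroEGFR*3, and to 376269 in PT1, 608145 in PT2, 483688 in PT3 and 372415 in PT4. A relative depth was estimated from the most frequent ratio of FPKM between libraries over features with few fragments, which approximates the ratio of what 1 fragment is worth. Relative to PT1, the depth was 0.0693 in AstroEGFR*3 and 0.0915 in PT3, and between 0.5 and 0.966 in the other libraries. Small non-coding RNA made up 0.209% of the FPKM in AstroEGFR*1, 27.5% in AstroEGFR*2 and 4.81% in AstroEGFR*3. It made up 0.417% in PT1, 33.9% in PT2, 6.06% in PT3 and 0.606% in PT4, so that AstroEGFR* and PT of the same batch were alike in this respect. *Gapdh* was listed at 0.0106 to 50.1 FPKM and *Hmgcs1* at 0 in all 10 libraries of the study, so a value near 0 is reported here as listed and not as absence of the transcript.

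The authors tested the difference with CuffDiff (Supplementary Data 1), which needs the reads. Here the 12261 features with a mean of at least 1 FPKM over the 7 libraries were compared on log2(FPKM + 1) with limma (linear model and empirical Bayes with a mean-variance trend, no pairing), and p-values were adjusted by the Benjamini-Hochberg method over these features. A log2 fold change on this scale understates the change of weakly expressed genes. An exact permutation test of 1 gene, two-sided, can give no p below 0.0286 with 3 libraries against 4. It treats the 7 libraries as exchangeable. PT1 and PT4 share a batch, and each PT shares a batch with an AstroEGFR*, which its p-values do not take into account.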

Next, we focused on the key transition between AstroEGFR* and PT, and performed chromatin immunoprecipitation sequencing (ChIPseq) and RNA sequencing (RNAseq) for H3K27me3, to investigate the hypothesized redistribution of the PRC2 mark and its transcriptional impact during gliomagenesis. For this, we developed an *ad hoc* computational pipeline that integrates RNAseq and ChIPseq profiles with transcription factor (TF) motif enrichment analysis (Fig. 1b), to generate mechanistically testable hypotheses on the relevant Polycomb-dependent circuits.

A transcriptomic analysis of three independent *Ink4a/ARF*^*−/−*^;EGFR* astrocyte batches along with their resulting PT led to the identification of a set of 545 differentially expressed genes (DEGs), of which 272 are downregulated and 273 upregulated in PT versus AstroEGFR*. 

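With limma and Benjamini-Hochberg adjustment, 152 features differed between PT and AstroEGFR* at an adjusted p below 0.05, 39 of them higher and 113 lower in PT. At an unadjusted p below 0.05 there were 1664. In each of the 152 the 2 groups of libraries did not overlap. Chance gives this for 5.71% of unselected features, but the 152 were selected for a large difference relative to the spread, which makes it nearly certain for them. The choice that moved the count most upwards was a block for the astrocyte batch, which compares each PT with the AstroEGFR* it came from. With it 475 features passed, 146 higher and 329 lower, including 150 of the 152. Leaving out AstroEGFR*1 moved the count most downwards, to 7 features. The count was also lower by more than 1.5 times without AstroEGFR*3 (54), PT1 (97), PT2 (70) or PT4 (58).

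Of the 545 DEGs of the paper, 531 were found among the features by symbol and 487 passed the filter on low values. All 487 changed in the direction that the paper gives, 367 had an unadjusted p below 0.05, and 97 were among the 152. Over the alternatives the number of the paper's DEGs that passed ranged from 5 without AstroEGFR*1 to 215 with the batch as a block. The log2 ratio of the group means of FPKM had a median absolute difference of 0.065 from that of the paper's CuffDiff means over the 531 genes, with the same sign in 531. The largest rise among the 152 was that of *Cacng5*, from 0.24 ± 0.12 (SD, n = 3) to 6.18 ± 0.40 (SD, n = 4) on the log2(FPKM + 1) scale (log2 fold change 5.94, SE 0.27, limma, Benjamini-Hochberg adjusted p = 0.000449). *Prkcb* (5.09), *Trp53i11* (4.99), *Bcan* (4.51) and *Trim9* (4.36) followed, each with a limma adjusted p = 0.0103. The largest fall was that of *Tagln*, from 9.22 ± 1.26 (SD, n = 3) to 1.43 ± 0.71 (SD, n = 4), a log2 fold change of -7.79 (SE 0.62, limma, Benjamini-Hochberg adjusted p = 0.00471). *Acta2* (-7.78), *Fmod* (-6.59), *Thbs1* (-6.28) and *Gm15698* (-6.26) followed, with limma adjusted p-values from 0.0109 to 0.0379. *Tagln*, *Fmod* and *Gm15698* are not among the paper's DEGs, and *Tagln*, *Acta2* and *Thbs1* are serum-response genes.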

A cluster analysis based on DEGs revealed a clear clustering by cell type (that is, with tumorigenic astrocytes segregating away from all primary tumours; Fig. 1c). This pointed to a major and largely convergent shift in gene expression underlying the AstroEGFR*-PT transition. 

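The 7 libraries were clustered by average linkage on 1 minus Pearson's correlation of log2(FPKM + 1) over the 531 DEGs found in the deposited values. All 7 libraries fell in a branch of their own cell type, and the nearest library of each was of its own type. PT1 and PT4, both from batch 1, were nearest to each other. The assignment to branches was the same with Euclidean distance, with complete linkage, with a pseudocount of 0.1 and without small non-coding RNA and histone genes. The genes had been chosen for a difference between these same libraries, so a grouping by cell type on them is not independent evidence of one.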

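For each of the 152 genes past the threshold, the position of a library was measured on a scale that sets the mean of AstroEGFR* at 0 and the mean of PT at 1. The median position over the genes was 0.939 in PT1, 1.07 in PT2, 1.01 in PT3 and 1.02 in PT4. It was -0.0249 in AstroEGFR*1, 0.0897 in AstroEGFR*2 and -0.0673 in AstroEGFR*3. PT from the 3 batches therefore lay closer to one another than to any AstroEGFR* on these genes, which were selected for that separation. From the segregation of the cell types on the DEGs, the paper proposes that a largely convergent change in gene expression underlies the passage from AstroEGFR* to PT.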

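Supplementary Data 2 lists the DEGs that IPA assigned to each pathway. Of 25 downregulated DEGs listed for axonal guidance signalling, 24 were tested and all 24 were lower in PT, with a median log2 fold change of -2.95. Over all features 10 of them had a limma adjusted p below 0.05, and 22 when adjusted over the list alone. For the regulation of EMT, all 10 listed genes were lower, with a median of -2.94, and 4 passed over all features and 10 adjusted over the list alone. For integrin signalling, 9 of the 10 listed genes were tested and all 9 were lower, with a median of -3.11, of which 5 passed over all features and 9 adjusted over the list alone. All of these genes were picked as DEGs on the same libraries, so the counts adjusted over the list alone and the shared direction are not independent evidence. The enrichment of the pathways was not recomputed.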

As shown in Fig. 1c (right), an Ingenuity Pathway Analysis (IPA) for canonical pathways uncovered the strongest enrichments among the downregulated DEGs, with a convergent involvement of genes controlling cell morphogenesis and migration, and belonging to the top scoring axonal guidance signalling, regulation of epithelial-to-mesenchymal transition (EMT) and integrin signalling pathways, whose key regulators have a well-established involvement in gliomas. 

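Among the upregulated DEGs, Supplementary Data 2 lists 15 genes for axonal guidance signalling. All 15 were tested and higher in PT, with a median log2 fold change of 1.86. Of these, 4 had a limma adjusted p below 0.05 over all features, 8 when adjusted over the list alone and 9 had an unadjusted p below 0.05. Of the 6 genes listed for Reelin signalling, 5 were tested and all 5 were higher, 1 past the threshold over all features and 5 when adjusted over the list alone. As above, these genes were selected on the same libraries, so the counts adjusted over the list alone are not independent evidence.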

Along with the related Reelin signalling pathway, axonal guidance signalling came out among the best-ranking pathways also within the upregulated DEGs (Fig. 1c), consistent with its dual role in regulating cell migration by fine-tuning both attractive and repulsive cues. Thus, molecules that are generally associated to repulsive clues, such as *Slit2–3* and *Shh*, appeared to be downregulated, whereas attractors such as *Wnt7b* and *Vegfa* were upregulated, consistently with the acquisition of the infiltrating capacity that characterizes malignant gliomas. 

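*Slit2* was lower in PT, at 0.21 ± 0.28 (SD, n = 4) against 4.04 ± 1.29 (SD, n = 3) in AstroEGFR* on the log2(FPKM + 1) scale. The log2 fold change was -3.84 (SE 0.58, limma, Benjamini-Hochberg adjusted p = 0.0274). Over the alternatives its limma adjusted p ranged from 0.0173 without AstroEGFR*2, the only library whose omission kept it past the threshold, to 0.142 without AstroEGFR*1. *Slit3* was at 0.68 ± 0.51 (SD, n = 4) against 4.11 ± 0.96 (SD, n = 3), a log2 fold change of -3.43 (SE 0.50, limma, Benjamini-Hochberg adjusted p = 0.026). With a pseudocount of 0.1 its limma adjusted p was 0.0522, in a range from 0.0138 with the batch as a block to 0.116 without AstroEGFR*1. *Shh* had a log2 fold change of -4.05 (SE 0.92) and did not pass (limma, Benjamini-Hochberg adjusted p = 0.0973), but did with the batch as a block (0.0419, in a range up to 0.211). It spread from 4.62 FPKM in AstroEGFR*3 to 113 FPKM in AstroEGFR*1. *Vegfa* was higher in PT, at 7.05 ± 0.61 (SD, n = 4) against 4.60 ± 0.21 (SD, n = 3), a log2 fold change of 2.45 (SE 0.36, limma, Benjamini-Hochberg adjusted p = 0.0258). Its limma adjusted p ranged from 0.0124 with the batch as a block to 0.134 without AstroEGFR*1, and it also missed the threshold without AstroEGFR*2, AstroEGFR*3 or PT3. *Slit2*, *Slit3*, *Shh* and *Vegfa* did not overlap between the groups (exact permutation test, two-sided, p = 0.0286 each, without regard to the shared batches). *Wnt7b* was at 466, 1.83, 21.7 and 253 FPKM in PT1 to PT4 and at 6.56, 42.5 and 0.335 FPKM in AstroEGFR*1 to AstroEGFR*3. Its log2 fold change of 2.79 (SE 1.90) was not larger than this spread (exact permutation test, two-sided, p = 0.286; limma, Benjamini-Hochberg adjusted p = 0.591).

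The loci of these genes in Supplementary Data 1 are chromosome 5 from 48374373 to 48698972 for *Slit2*, chromosome 11 from 34934496 to 35525722 for *Slit3*, chromosome 5 from 28783379 to 29045749 for *Shh*, chromosome 15 from 85364957 to 85424138 for *Wnt7b* and chromosome 17 from 46153602 to 46169793 for *Vegfa*. The main text does not name their mouse assembly. It is not GRCm38, since only 118 of the 509 loci whose symbol is in GENCODE M21 overlap that gene in GRCm38. Of the 13 genes that the paper names from these libraries, 12 were tested. Of these, 5 had a limma adjusted p below 0.05, with the batch as a block 8, and 10 when adjusted over the list alone, which is not independent evidence because most were named as DEGs. Without AstroEGFR*1 none of the 12 passed.

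**Figure D1:**
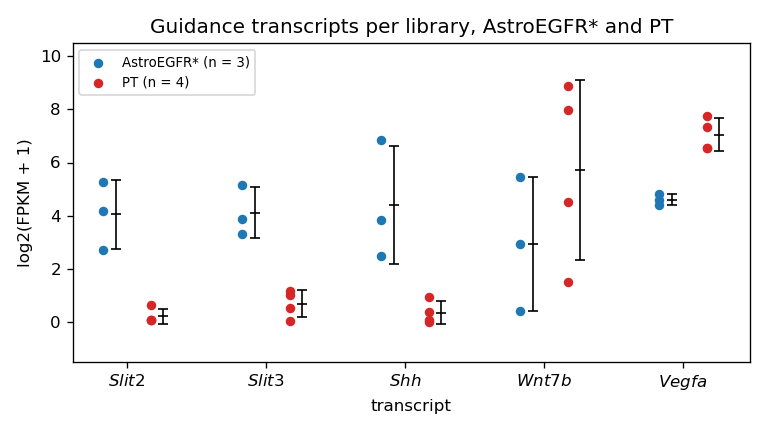
Expression of *Slit2*, *Slit3*, *Shh*, *Wnt7b* and *Vegfa* on the log2(FPKM + 1) scale in the 3 AstroEGFR* and the 4 PT libraries. Each point is 1 library and the bars beside the points are the mean ± SD of the group; the points of the 2 groups overlap for *Wnt7b* and not for the other genes.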

Finally, the second top-scoring enriched pathway in downregulated DEGs was human embryonic stem cell (Fig. 1c), whose enrichment was due to the exclusive involvement of differentiation-promoting genes. This points to dedifferentiation as a particularly significant feature of gliomagenesis and further extends the insight that gliomas originate through the reversion of either astrocytes (as in our experimental system^32^) or neurons^33^ to an undifferentiated state. 

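Under human embryonic stem cell pluripotency, Supplementary Data 2 lists 10 downregulated DEGs. All 10 were tested and lower in PT, with a median log2 fold change of -2.55. Over all features 6 of them had a limma adjusted p below 0.05, and 10 when adjusted over the list alone, which for genes selected on these libraries is not independent evidence.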

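*Tgfb3* was at 5.91 ± 0.79 (SD, n = 3) in AstroEGFR* and 3.33 ± 0.74 (SD, n = 4) in PT on the log2(FPKM + 1) scale. The log2 fold change of -2.58 (SE 0.50) did not pass over all features (limma, Benjamini-Hochberg adjusted p = 0.0633), but did with the batch as a block (0.0458, in a range up to 0.256 over the alternatives). *Bmp4* was at 2.76 ± 0.71 (SD, n = 3) and 0.23 ± 0.16 (SD, n = 4), a log2 fold change of -2.53 (SE 0.40, limma, Benjamini-Hochberg adjusted p = 0.0324). Its limma adjusted p was 0.152 without AstroEGFR*1, and among the fits that left out 1 library it stayed below 0.05 only without AstroEGFR*2 (range 0.0292 to 0.152). *Smad7* was at 3.85 ± 0.36 (SD, n = 3) and 1.64 ± 0.24 (SD, n = 4), a log2 fold change of -2.21 (SE 0.28, limma, Benjamini-Hochberg adjusted p = 0.0156). It missed the threshold without AstroEGFR*1 (limma adjusted p = 0.101, the highest over the alternatives), AstroEGFR*2 (0.0514) or PT4 (0.0571). For each of the 3 genes every PT library was below every AstroEGFR* library (exact permutation test, two-sided, p = 0.0286).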

Consistently, we found that *Tgfb3*, known to promote neuronal differentiation^34^, *Bmp4*, involved in astrocyte differentiation^35^, and *Smad7*, important in neural fate acquisition^36^, were all downregulated in our PT samples.

When we analysed the same cell populations for H3K27me3 distribution, comparing the number of PRC2 targets in each class of samples revealed a major overall increase of PRC2 marking in PT, with 2,306 gene hits compared with 668 in AstroEGFR*. We then compared these gene sets with two previous data sets that captured distinct aspects of PRC2 developmental control: (i) the H3K27me3 signature that characterizes cortical neural progenitors (NPs)^37^, finding that although PT samples shared a statistically significant overlap of H3K27me3 target genes with NPs (92 genes), AstroEGFR* did not show any specific overlap (Supplementary Fig. 1e, left); and (ii) the core set of PRC2 targets whose silencing we found to be required for cell fate reversion to pluripotency^1^, finding that PT samples shared a striking overlap of H3K27me3 target genes with this core set (732 genes), whereas AstroEGFR* showed only a minimal overlap (12 genes) (Supplementary Fig. 1e, right). Together, these results highlight the extent of developmental dysregulation and dedifferentiation that characterize this tumour model. Next, to analyse the dynamics of PRC2 targets, we focused on the 456 genes that acquire the mark during the transition from AstroEGFR* to PT consistently across all PT samples (Fig. 1d, left). Also in this case, axonal guidance signalling and human embryonic stem cell pathways scored among the top ten in the IPA analysis of canonical pathway associated to this subset of genes (Fig. 1d, right). Importantly, *de novo* targets featured three clearly distinct enrichment patterns for H3K27me3: (i) that centred on the transcription start site (TSS), with the typical pattern of great enrichment right upstream and downstream of the sharp dip coinciding with the TSS^38^; (ii) that with a prevalent enrichment upstream of the TSS (−3 kb); or (iii) that with a prevalent enrichment downstream of the TSS (+3 kb). Comparison of expression values for genes belonging to each of the three classes showed a significant downregulation for those in which the accumulation of the mark included both the TSS and its downstream region (Supplementary Fig. 1f).

Finally, we integrated the RNAseq and ChIPseq data sets to pinpoint the genes that, in the AstroEGFR*–PT transition, became both downregulated and *de novo* targets of H3K27me3 (Fig. 2a, left). 

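Fig. 2a names 30 genes that were both downregulated and *de novo* H3K27me3 targets. In the RNAseq values 29 of them were tested, *Pappa* being under the filter on low values. All 29 were lower in PT, with log2 fold changes from -5.37 (*Lox*) to -1.14 (*Adamts2*) and a median of -2.73. At a limma adjusted p below 0.05 over all features there were 11. They included *Sfrp1* (-4.32), *Colec12* (-4.17), *Slc6a15* (-3.93), *Dkk3* (-3.91), *Slit2*, *Vgll3* (-3.80), *Slit3*, *Itgb5* (-3.11), *Ltbp1* (-2.54) and *Bmp4*. With the astrocyte batch as a block 17 passed. Adjusted over the list alone there were 25, which is not independent evidence because the genes were taken from the DEGs of these libraries. *Lox*, with the largest fall, had an SE of 1.17 and did not pass over all features (limma, Benjamini-Hochberg adjusted p = 0.0864), but did with the block (0.0397) and without AstroEGFR*2 (0.0314, in a range up to 0.277). The H3K27me3 values were not analysed here.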

Remarkably, axonal guidance signalling was strongly associated with this subset of genes as well, indicating that this pathway is under direct Polycomb control during the gliomagenic transition (Fig. 2a, right). 

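Supplementary Data 2 lists 7 genes for axonal guidance signalling among those that were downregulated and gained H3K27me3. Of these 6 were tested and all 6 were lower in PT, with a median log2 fold change of -3.30. At a limma adjusted p below 0.05 over all features there were 3, and 5 when adjusted over the list alone, which is not independent evidence for genes selected on these libraries.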

Figure 2b,c shows the independent validation of these findings for representative members of the axonal guidance signalling pathway, namely *Slit2*, *Slit3* and *Bmp4*, which were tested for H3K27me3 enrichment (Fig. 2b) and expression (Fig. 2c). *Slit2* and *Slit3* are two key molecules originally involved in axon guidance (in which they provide repulsive cues by binding to their Roundabout receptors)^39^,^40^, whose functional association with glioma emerged with the observation that *Slit2* is epigenetically silenced in gliomas through DNA methylation^41^, and that rescue of its expression reduces cell migration both *in vitro* and *in vivo*^42^. *Bmp4* is known to reduce proliferation and promote astrogenesis^35^; hence, its silencing further highlights dedifferentiation as a core feature of gliomagenesis. Interestingly, the core subset of genes that are both downregulated and acquire *de novo* H3K27me3 in the AstroEGFR* to PT transition showed a highly significant overlap with the subset of Polycomb targets that are significantly downregulated during cell reprogramming (Supplementary Fig. 2a). Among these genes, we found *Bmp4* along with other genes involved in cellular differentiation, further emphasizing the key role played by Polycomb during the transcriptional shift from astrocytes to primary tumours (Supplementary Fig. 2b).

### *Zfp423* is a master Polycomb target during gliomagenesis

PRC2 had thus far been implicated in gliomagenesis on the basis of either clinical correlations^29^ or of its effect on exemplary genes involved in astroglial differentiation^28^. By defining a consistent genome-wide pattern of PRC2 redistribution across independent glioma samples and characterizing its transcriptional output, our results enabled a first dissection of the specific contribution of this epigenetic axis, uncovering two prominent domains of developmental dysregulation (that is, the control of migration and differentiation outlined above). However, beyond these specific pathways and consistent with recent evidence^2^, this approach also confirmed that only a minor portion of the extensive transcriptional changes that accrue during gliomagnesis could be directly imputable to aberrant PRC2 occupancy. Thus, to gain further mechanistic insight into the functional relevance of H3K27me3 redistribution, we focused on the identification of putative PRC2-dependent master regulator TFs that could mainly and indirectly account for the transcriptional changes we observed. 

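Supplementary Data 1 holds 454 genes that gained H3K27me3 in PT, of which 192 passed the filter on low RNAseq values. In PT 120 of the 192 were lower, with a median log2 fold change of -0.49. At a limma adjusted p below 0.05 over all features there were 15, all lower, among the 113 features that were lower in all. At an unadjusted p below 0.05 there were 64, and 39 passed when adjusted over the list alone. This list was selected on H3K27me3 and not on the RNAseq values. The paper proposes that only a minor portion of the transcriptional changes could be due directly to aberrant PRC2 occupancy.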

For this, we first performed a TF motif enrichment analysis of the DEGs between AstroEGFR* and PT. This analysis pinpointed 22 candidate master regulator TFs, defined as TFs whose binding sites were significantly enriched among the DEGs characterizing the AstroEGFR* to PT transition. These genes were then ranked according to the significance of their expression change and correlated to their H3K27me3 status. 

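Of the 22 candidate TFs, 21 were tested in the RNAseq values and *Plag1* was under the filter on low values. In PT 13 were lower and 8 higher. Log2 fold changes ranged from -1.97 to 0.43, with a median of -0.16. At a limma adjusted p below 0.05 over all features there was 1, *Klf5*, and the same 1 when adjusted over the list alone, with 2 at an unadjusted p below 0.05. The TFs were predicted from motifs in DEGs of these libraries. *Klf5* was at 3.11 ± 0.55 (SD, n = 3) in AstroEGFR* and 1.15 ± 0.29 (SD, n = 4) in PT on the log2(FPKM + 1) scale (SE of the log2 fold change 0.35, limma, Benjamini-Hochberg adjusted p = 0.0482). Every PT library was below every AstroEGFR* library (exact permutation test, two-sided, p = 0.0286). With median-ratio scaling between libraries the limma adjusted p was 0.0503, and among the fits that left out 1 library it stayed below 0.05 only without AstroEGFR*2. It ranged from 0.034 with the batch as a block to 0.234 without AstroEGFR*1.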

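*Zfp423* was at 4.30, 3.25 and 3.48 FPKM in AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3, and at 0.837, 2.78, 0.641 and 1.77 FPKM in PT1 to PT4. All 4 PT libraries were below all 3 AstroEGFR* libraries. On the log2(FPKM + 1) scale the means were 2.22 ± 0.17 (SD, n = 3) and 1.24 ± 0.55 (SD, n = 4), and the exact permutation test, two-sided, gave p = 0.0571. The log2 fold change of -0.98 (SE 0.38) had an unadjusted p = 0.0330 with limma. It did not pass over all features (limma, Benjamini-Hochberg adjusted p = 0.314, in a range from 0.165 with the batch as a block to 0.613 without AstroEGFR*1). *Zfp423* is not among the DEGs of Supplementary Data 1. The PT of batch 2 kept the largest part of the AstroEGFR* level.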

As shown in Fig. 3a, among the 22 predicted candidate master regulator TFs, *Zfp423* was the only one whose repression correlated with the *de novo* acquisition of H3K27me3 in PT. Furthermore, meta-analysis of an RNAseq data set obtained from a different murine glioma model^21^ revealed an inverse expression correlation between the PRC2 enzymatic subunit *Ezh2* and *Zfp423*, with *Ezh2* knockdown resulting in increased *Zfp423* expression (Supplementary Fig. 3a). We next confirmed both the downregulation (Fig. 3b) and the *de novo* H3K27me3 acquisition of *Zfp423* (Fig. 3c) in a larger cohort of samples, highlighting the consistency of this silencing circuit.

As recounted above, gliomas display remarkable heterogeneity both at the histopathological and molecular level. In addition, we thus analysed a different mouse model that is based on the overexpression of platelet-derived growth factor beta (PDGF-B) in cortical NP (see ref. 43 and Fig. 3d), to determine whether the glioma-associated repression of *Zfp423* was consistent across different tumour-driving mutations. In this case as well, we characterized homogeneous populations of cells that captured different disease stages, namely primary, non-tumorigenic NP sourced from E13.5 telencephali (hereafter NP), tumorigenic NP overexpressing PDGF-B (hereafter NP PDGFB) and GPCs derived from primary tumours (hereafter PT) that were able to regrow tumours upon orthotopic transplantation. Consistent with our observations from the *Ink4a/Arf*^*−/−*^; EGFR* model, we confirmed a progressive downregulation of *Zfp423* along with the increase in tumorigenic potential (Fig. 3d).

### *Zfp423* is downregulated in human gliomagenesis

Although *Zfp423* had not yet been associated to gliomas, a previous study^44^ found the human orthologue of *Zfp423*, *ZNF423*, to be downregulated in human neuroblastoma. We thus assessed the expression of *ZNF423* in well-defined human GBM samples that had been previously subdivided according to EGFR expression^45^ and found it consistently downregulated, regardless of EGFR levels, with respect to normal human astrocytes (Fig. 4a), thus confirming the observation from both mouse models. We then probed a large set of clinical data available from TCGA database (http://cancergenome.nih.gov/), to investigate the correlation between *ZNF423* expression and patient survival. To this end, we interrogated separately low-grade gliomas and GBMs, and stratified samples according to the expression of *ZNF423*. This analysis revealed a significant direct correlation between *ZNF423* expression and survival in low-grade gliomas (Fig. 4b), with high expression associated to longer survival. The correlation held also in GBM samples, although in this more malignant subset the trend fell short of the statistical significance threshold (Supplementary Fig. 4a).

In the case of neuroblastoma, *ZNF423* displayed a clear trend of progressively decreased expression with more advanced tumour stages and lower expression was associated with worst prognosis. Thus, to generalize our findings and test whether *ZNF423* behaved similarly in gliomas, we performed a meta-analysis of a large cohort of expression data from 343 samples of human gliomas deposited at the NCI REpository for Molecular BRAin Neoplasia DaTa^46^. As shown in Fig. 4c, we observed that also in gliomas, *ZNF423* downregulation correlated with higher grade (right panel). Comparable results were obtained by performing a second meta-analysis on a further independent cohort of expression profiles, comprising 157 expression data from Gene Expression Omnibus (GEO ID: GSE4290; Supplementary Fig. 4b). Moreover, when we classified patients from the REpository for Molecular BRAin Neoplasia DaTa database into three groups according to *ZNF423* expression on the basis of their fold change with respect to median expression, a Kaplan–Meyer analysis for progression-free survival confirmed that higher levels of *ZNF423* correlate with a far better prognosis compared with mid or low levels (Fig. 4c, left panel), with high statistical significance between high- (f.c.>2) and low-expressing (f.c.<2) tumours (Mantel–Haenszel test, *P*=1.65218e−5). Finally, to ground the mechanistic dissection of the role of *Zfp423* dosage in gliomagenesis, we resorted back to our initial *Ink4a/Arf*^*−/−*^; EGFR* murine model and interrogated three independent batches of tumorigenic astrocytes (AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3) with comparable *Zfp423* expression. When challenged in *in-vivo* experiments upon orthotopic transplantation, we found that AstroEGFR*1 and AstroEGFR*3 yielded gliomas with a shorter survival compared with AstroEGFR*2 (Fig. 4d). Strikingly, although primary tumours originated from every astrocyte batch invariably displayed *Zfp423* downregulation, they did so to different extents, with AstroEGFR*1 and AstroEGFR*3 showing a greater reduction than AstroEGFR*2 (Fig. 4d), thus confirming results from human data and validating this model as a sensitive system to test the physiopathologically relevant role of *Zfp423*.

### Context-specific antigliomagenic effect of *Zfp423*

As higher levels of *Zfp423* were associated to better prognosis in both humans and mice, we set out to validate its role by forcing its overexpression in tumorigenic *Ink4a/Arf*^*−/−*^; EGFR* astrocytes and thereby test whether preventing its PRC2-mediated downregulation would impair or delay gliomagenesis. The three representative independent batches of tumorigenic astrocytes, AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3, were thus infected with a retroviral vector encoding *Zfp423* (ref. 47; hereafter AstroEGFR* *Zfp423*). Following confirmation of overexpression (Fig. 5a), cells were then assessed for tumorigenicity by sterotactic inoculation. Interestingly, the three AstroEGFR* lines responded differently to the challenge of *Zfp423* overexpression (Fig. 5b). As shown in Fig. 5b, the overexpression of *Zfp423* had a major impact on the tumorigenicity of AstroEGFR*2 astrocytes, with a highly statistically significant increase in survival (*P*=0.0089). On the contrary, mice transplanted with either AstroEGFR*1 or AstroEGFR*3 astrocytes showed different survivals. Specifically, although AstroEGFR*1, which reached overexpression levels comparable to those in AstroEGFR*2, showed a trend of extended survival that did not reach statistical significance, AstroEGFR*3, despite much stronger *Zfp423* overexpression, displayed a shorter survival. To gain insight into the molecular underpinnings of the differential response to *Zfp423* overexpression, we followed two complementary approaches.

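The 3 AstroEGFR* libraries were entered as standardized variables in a principal component analysis over the 12119 features with a mean of at least 1 FPKM in them. On log2(FPKM + 1), AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3 correlated with the first component at 0.948, 0.907 and 0.924, and this component held 85.9% of the variance. With FPKM not transformed to logarithms the correlations were 0.848, 0.504 and 0.836 and the first component held 55.7%. Without small non-coding RNA and histone genes, an alternative chosen after the values were seen, they were 0.957, 0.951 and 0.936 on the log2 scale, so that AstroEGFR*2 no longer had the lowest correlation. In FPKM without logarithms and without these genes they were 0.937, 0.929 and 0.912. Each value rests on 1 library per batch, with no replicate.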

First, we performed a principal component analysis of the AstroEGFR* transcriptomes, which revealed that AstroEGFR* cluster according to their responsiveness to *Zfp423* overexpression (Fig. 6a). Differential expression analysis uncovered gene clusters that were distinctly associated to each batch (Fig. 6b), which we then used to query PT transcriptomes finding that PT originated from AstroEGFR*1 and AstroEGFR*3, when compared with the AstroEGFR*2-derived PT, retained expression of a larger portion of the gene cluster belonging to the respective astrocyte batch (Fig. 6c). 

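Supplementary Data 1 lists 287 genes in the cluster of AstroEGFR*1, of which 286 were found among the features, 323 in that of AstroEGFR*2 and 503 in that of AstroEGFR*3, all found. The main text does not define retention, so a gene was counted as retained when its log2(FPKM + 1) in every PT of the batch was at least 1 above the mean of the PT of the other batches. By this rule 18.9% of cluster 1 was retained in the PT of batch 1, 20.1% of cluster 2 in the PT of batch 2 and 37.6% of cluster 3 in the PT of batch 3. Batch 1 had to meet the rule in both PT1 and PT4, and its share was 31.8% with PT4 alone and 27.6% with PT1 alone. With a pseudocount of 0.1 the shares were 30.8%, 25.1% and 44.5%. Counting the genes that were highest in the batch gave 47.2%, 37.8% and 51.7%. These are shares of genes in 1 or 2 libraries per batch, and no test of replicates was possible.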

On the contrary, a shuffling analysis that randomly queried astrocyte batch-specific clusters against PT did not reveal the same degree of retention (Supplementary Fig. 5a). This establishes that a significant fraction of the gene expression that distinguishes similar yet distinct batches of tumorigenic astrocytes is retained in the respective tumours. Furthermore, it highlights how such tumour-retained gene expression is already primed to a greater extent in the *Zfp423-*resistant astrocyte batches that display, accordingly, a more aggressive tumorigenicity. This finding was strengthened by an unsupervised cluster analysis of the transcriptomes of the three AstroEGFR* and the respective PT. Indeed, each AstroEGFR* clusters with the corresponding tumour (Supplementary Fig. 5b), indicating that each AsroEGFR* batch is already seeded with partially specific transcriptional programmes that will unfold during tumour development.

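The same rule applied to PT of another batch gave, for the genes of cluster 1, 6.29% in the PT of batch 2 and 4.90% in the PT of batch 3. For cluster 2 the share was 15.2% in the PT of batch 1 and 7.74% in the PT of batch 3. For cluster 3 it was 6.16% in the PT of batch 1 and 11.5% in the PT of batch 2. Each cluster thus had its highest share in the PT of its own batch, except that without PT1 cluster 2 reached 24.1% in the PT of batch 1 against 20.7% in its own. The shuffling itself was not repeated. From the higher shares in matched tumours, the paper concludes that tumours keep part of what distinguishes their astrocyte batches.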

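Over the 12261 features with a mean of at least 1 FPKM, the nearest library by Pearson's correlation was the own PT for 1 of the 3 AstroEGFR*, namely AstroEGFR*1, whose correlation with PT1 and with AstroEGFR*3 rounded to the same 0.852. AstroEGFR*2 and AstroEGFR*3 were nearest to AstroEGFR*1. By branches, 4 of the 7 libraries were counted with their own cell type. This is the lowest count that the measure can give for 3 and 4 libraries, so the branches did not separate the types. With a pseudocount of 0.1, or without small non-coding RNA and histone genes, none of the 3 was nearest to its own PT. After the mean of each cell type was removed from each feature, AstroEGFR* and PT of the same batch correlated at a mean of 0.424 and those of different batches at -0.205. The difference of 0.629 was the largest of the 12 ways to assign the PT to batches (exact permutation test, one-sided, p = 0.0833, the smallest that this design can give). The pairs of the same batch also shared their content of small non-coding RNA, and without small non-coding RNA and histone genes the difference was 0.467.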

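RNA of AstroEGFR*1, AstroEGFR*2 and AstroEGFR*3 infected with the *Zfp423* vector was sequenced in 1 library each and compared with the AstroEGFR* library of the same batch. *Zfp423* rose from 4.30 to 15.7 FPKM in batch 1 (3.64-fold), from 3.25 to 9.73 FPKM in batch 2 (2.99-fold) and from 3.48 to 105 FPKM in batch 3 (30.2-fold). On the log2(FPKM + 1) scale the mean change of 2.52 (SE 0.74) did not pass over all features (limma, Benjamini-Hochberg adjusted p = 0.628), and 3 libraries against 3 can give no p below 0.1 in an exact permutation test. The FPKM values of the *Zfp423* libraries summed to 598002, 699547 and 860068, of which small non-coding RNA made up 34.6%, 34.9% and 54.5%. The *Zfp423* library therefore differed in this content from its AstroEGFR* in batches 1 and 3, and less so in batch 2. Relative to PT1 the depths were 0.595, 0.574 and 0.555.

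Over the 12366 features with a mean of at least 1 FPKM in the 6 libraries, limma with the batch as a block called none at a Benjamini-Hochberg adjusted p below 0.05, with 913 at an unadjusted p below 0.05. Without the block it called 2, *Mir1907* and *Snord111*, both small non-coding RNA. Without batch 2 it called 51, of which 50 were higher, and 49 of the 51 were small non-coding RNA or histone genes, whose content differs within the pairs of libraries of batches 1 and 3. Without batch 1 or batch 3 it called none, with 241 and 1761 at an unadjusted p below 0.05. For each batch taken alone there is 1 library per condition and therefore no replicate and no p-value, and the changes given per batch describe these libraries.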

Second, we compared by RNAseq the transcriptomes of the three batches of AstroEGFR* to their respective transcriptomes upon forced *Zfp423* expression (AstroEGFR*1 versus AstroEGFR*1 *Zfp423*, AstroEGFR*2 versus AstroEGFR*2 *Zfp423* and AstroEGFR*3 versus AstroEGFR*3 *Zfp423*) and went on to define the *Zfp423-*centred transcriptional interactions specific to each pair. To this end, we integrated the results of differential expression obtained from each comparison with a co-expression-based analysis extracted from a large data set of 106 gene expression profiles collected in the GeneMania database^48^. The aim was first to infer the high confidence co-expression networks centred on *Zfp423* and then define which portion of these predicted circuits were empirically validated in *Zfp423*-responsive versus *Zfp423*-non-responsive tumorigenic astrocytes. Consistent with the *in-vivo* outcome, interrogation of these gene networks showed that *Zfp423* overexpression had affected different sets of genes in the three batches of tumorigenic astrocytes (Fig. 6d). 

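At least 2-fold changes of FPKM + 1 with *Zfp423* were counted in each batch. There were 1384 features higher and 968 lower in AstroEGFR*1, 1525 and 1479 in AstroEGFR*2, and 1200 and 2036 in AstroEGFR*3. Of these, 151 changed in the same direction in all 3 batches. Between AstroEGFR*1 and AstroEGFR*2, 1137 changed in the same direction and 96 in opposite directions. Between AstroEGFR*1 and AstroEGFR*3 these numbers were 560 and 550, and between AstroEGFR*2 and AstroEGFR*3 they were 351 and 963. The log2 ratios of the batches correlated across features at 0.43 for batches 1 and 2, 0.24 for batches 1 and 3 and -0.23 for batches 2 and 3, and features are not independent replicates. Without small non-coding RNA and histone genes, an alternative chosen after the values were seen, the correlation of batches 1 and 3 was -0.066.

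Supplementary Data 1 gives the *Zfp423*-dependent genes of the network of each batch, from which those listed for 1 batch only were taken. The 78 genes upregulated only in AstroEGFR*1 had median log2 ratios of 2.49, 1.27 and -0.29 in batches 1, 2 and 3. The 72 upregulated only in AstroEGFR*2 had 0.63, 2.91 and -1.51, and the 36 upregulated only in AstroEGFR*3 had -0.17, -1.29 and 2.44. The 36 genes downregulated only in AstroEGFR*1 had medians of -2.19, -1.23 and -0.74. The 91 downregulated only in AstroEGFR*2 had -0.56, -2.94 and 0.12, and the 168 downregulated only in AstroEGFR*3 had 0.56, 0.97 and -3.05. The lists were chosen on these libraries, so the ratio in the batch of the list is not independent evidence.

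**Figure D2:**
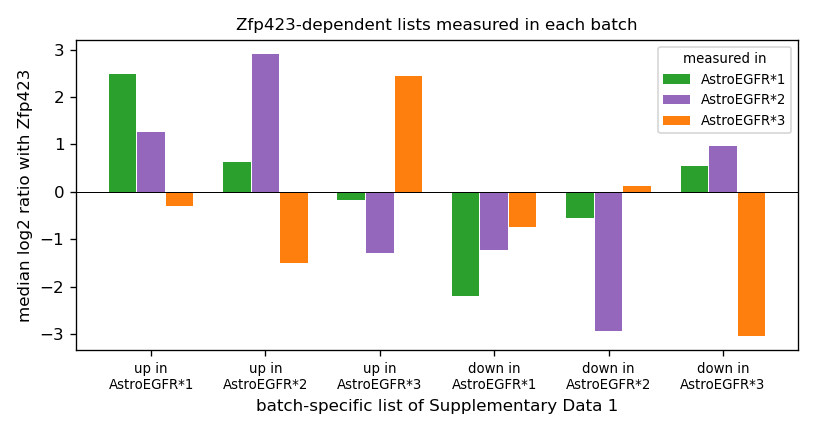
Median log2 ratio of FPKM + 1 with *Zfp423* over AstroEGFR* for each of the 6 lists of genes that Supplementary Data 1 gives as up- or downregulated in 1 batch only, measured in each of the 3 batches. Each bar is a median over the genes of the list in 1 pair of libraries, without replicates; both lists of AstroEGFR*1 move in the same direction in batch 2, and the lists of AstroEGFR*2 and AstroEGFR*3 upregulated genes move in opposite directions in each other's batch.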

We thus reasoned that these distinct gene subsets should display marked differences with respect to the transcriptional programme that underlies primary gliomagenesis in the same murine model. To test this hypothesis, we thus compared, by gene set enrichment analysis, the *Zfp423*-dependent genes specifically affected in each batch of tumorigenic astrocyte with the DEGs that marked the AstroEGFR*-to-PT transition. This approach confirmed that the genes downregulated in the AstroEGFR*-to-PT transition were significantly enriched for the *Zfp423*-dependent genes that were upregulated specifically in AstroEGFR*2, providing a clear molecular basis for the antigliomagenic effect of *Zfp423* in this context. 

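Of the genes upregulated with *Zfp423* only in AstroEGFR*2, 47 were tested in the comparison of PT with AstroEGFR*. In PT 37 of the 47 were lower, with a mean log2 fold change of -1.52. The set test camera, which takes account of the correlation between the genes as estimated from these libraries, gave p = 0.190 and a Benjamini-Hochberg adjusted p = 0.381 over the 6 lists, both on the limma fit. Over the alternatives the limma set tests gave adjusted p-values from 0.120 with fry in place of camera to 0.657, so that the list did not pass in any of them. The mean was -2.07 without AstroEGFR*2, the library shared by both comparisons, and -0.72 without AstroEGFR*3. The paper ran gene set enrichment on its DEGs, which was not repeated here. From its enrichment, the paper states a molecular basis for the antigliomagenic effect of *Zfp423* in AstroEGFR*2.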

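Of the genes changed with *Zfp423* only in AstroEGFR*1, 38 upregulated ones had a mean log2 fold change of -0.021 in PT (limma, camera adjusted p = 0.989) and 32 downregulated ones had -0.45 (limma, camera adjusted p = 0.891). Without AstroEGFR*3 the former had 0.68, and without AstroEGFR*1 the latter had 0.058. Of the genes changed only in AstroEGFR*3, 24 of 27 upregulated ones were higher in PT, with a mean of 1.25 (limma, camera adjusted p = 0.381, in a range from 0.111 to 0.635 over the alternatives), and without AstroEGFR*3 the mean was 0.89. Of 126 downregulated ones 114 were lower in PT, with a mean of -1.59 (limma, camera adjusted p = 0.381, in a range from 0.120 to 0.635), and without AstroEGFR*3 the mean was -0.95. The 73 genes downregulated only in AstroEGFR*2 had a mean of -0.038. None of the 6 lists passed with camera or with fry. A gene listed as changed with *Zfp423* and the change in PT are both measured against the same AstroEGFR* library. In 100 simulations, all libraries were drawn around the AstroEGFR* mean with the residual SD of each feature, and the features that changed most were taken as lists of the same size. The shared library alone gave lists of upregulated genes a mean of 1.23, 1.19 and 1.45 in PT for batches 1, 2 and 3, and lists of downregulated genes -1.30, -1.02 and -0.84. The paper's lists were limited to co-expression networks, so the sizes of the simulated means are not directly comparable. The observed means for up- and downregulated genes were -0.021 and -0.45 for batch 1, -1.52 and -0.038 for batch 2, and 1.25 and -1.59 for batch 3. Both lists of batch 3 kept their sign without the shared library.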

On the contrary, although we did not find any significant enrichment for *Zfp423*-dependent genes affected in AstroEGFR*1, we found a significant enrichment for the *Zfp423*-dependent genes affected in AstroEGFR*3, but among the genes that changed in the same direction as the DEGs characterizing the AstroEGFR*-to-PT transition (Fig. 6e), again providing the molecular correlate for the lack of antigliomagenic effect by *Zfp423* in this context. Together, these results provide a molecular basis for the antigliomagenic impact of *Zfp423* in the specific cellular context of AstroEGFR*2, grounding it in the ability to specifically antagonize a significant portion of the gliomagenesis-specific transcriptional programme that characterizes this murine model.

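*Slit2* changed with *Zfp423* by a log2 ratio of 0.48 in AstroEGFR*1, 2.81 in AstroEGFR*2 and -4.23 in AstroEGFR*3. In FPKM it went from 16.8 to 23.9, from 5.52 to 44.8 and from 37.7 to 1.06. *Pappa* changed by 1.39, 2.31 and -1.49, and was at 0.185 to 5.24 FPKM in these 6 libraries. *Nfatc4* changed by 2.08, 3.95 and -3.00, from 2.01 to 11.7 FPKM, from 0.453 to 21.5 FPKM and from 7.55 to 0.0715 FPKM. *Lox* changed by 1.73, 5.83 and -8.59, from 50.0 to 168 FPKM, from 9.13 to 575 FPKM and from 564 to 0.467 FPKM. All 4 genes thus rose in AstroEGFR*1 and AstroEGFR*2 and fell in AstroEGFR*3. Fibroblast or meningeal markers moved in the same directions, with median log2 ratios of 3.70, 2.94 and -8.22 in batches 1, 2 and 3. A change within the cells and a different share of such cells cannot be told apart here. There is 1 library per condition in each batch, so that no difference between batches was tested.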

Interestingly, among the genes specific to the *Zfp423* response there are several members of the axon guidance pathways and tumour suppressor genes whose modulation was already associated to reduced tumorigenicity: namely *Slit2* (refs 41, 42), *Pappa*^49^, *Nfatc4* (ref. 50) and *Lox*^51^. Furthermore, the group of genes specifically downregulated upon *Zfp423* overexpression only in AstroEGFR*2 and not in AstroEGFR*1 or AstroEGFR*3 included also *Sox2* and several other Sox family genes (Supplementary Fig. 5c), which have recently emerged as important driving or enabling factors in gliomagenesis^52^,^53^. 

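*Sox2* went with *Zfp423* from 266 to 80.7 FPKM in AstroEGFR*1, from 114 to 3.15 FPKM in AstroEGFR*2 and from 74.4 to 141 FPKM in AstroEGFR*3, log2 ratios of -1.71, -4.79 and 0.92. Of the 10 Sox family genes with a mean of at least 1 FPKM in the 6 libraries, 8 were at least 2-fold lower in AstroEGFR*2, 3 in AstroEGFR*1 and 0 in AstroEGFR*3. Their median log2 ratios were -2.13, -0.87 and 0.16 in these batches. The fall was therefore deepest in AstroEGFR*2 but also present for *Sox2* in AstroEGFR*1, in single libraries without a test. In the same AstroEGFR*2 *Zfp423* library all 7 astrocyte marker genes were at least 2-fold lower.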

As TF motif analysis predicted that the *Sox2* promoter contains a putative binding site for *Zfp423*, we asked whether *Zfp423* overexpression could antagonize gliomagenesis by repressing *Sox2* in *Zfp423*-responsive astrocytes. To test this hypothesis, we overexpressed *Sox2* in *Zfp423*-responsive astrocytes to revert the phenotype of extended survival, using a construct that lacked endogenous control regions and thus could not be subjected to *Zfp423* transcriptional repression. Indeed, the overexpression of *Sox2* in the context of *Zfp423* overexpression showed a survival rate that was much shorter compared with that achieved with *Zfp423* overexpression alone (Fig. 7a), thus establishing *Sox2* downregulation as a fundamental antigliomagenic event downstream of *Zfp423* overexpression. Interestingly, however, against the expected accelerated tumorigenesis induced by overexpression of *Sox2* alone, mice receiving astrocytes overexpressing both TFs showed longer survival (Fig. 7a), uncovering also a mutually antagonistic indirect circuit between *Zfp423* and *Sox2* in gliomagenesis.

Finally, in light of these analyses indicating that the *Ink4a/Arf*^*−/−*^; EGFR* paradigm is more diverse than previously anticipated, we investigated this diversity considering the pronounced heterogeneity characterizing human HGG, as captured in recent molecular classifications^24^,^25^,^26^. Specifically, we used the signatures defined by Phillips *et al.*^24^ to interrogate our cohort of PT samples and determine the extent to which they fit this classification, while measuring the spread of their molecular diversity. Notably, most murine models of glioma have not yet been interrogated with human signatures; thus, this analysis also provided a first characterization of the human equivalence, at the molecular level, of the *Ink4a/Arf*^*−/−*^; EGFR* model. We found that although no PT fit neatly into either of the three categories (proneural, proliferative or mesenchymal), each encompassed different partitions of the three signatures, with a prevalence of the mesenchymal one (Supplementary Fig. 5d). Interestingly, most of these partitions showed opposite trends in different samples, pointing to a fundamental level of heterogeneity that accompanies, in a preferentially mesenchymal background, *Ink4a/Arf*^*−/−*^; EGFR*-driven gliomagenesis.

### The *Zfp423* antigliomagenic role engages BMP-SMAD signalling

*Zfp423* is widely involved in differentiation^47^,^54^,^55^,^56^,^57^,^58^,^59^,^60^. Consistently, we had previously found it greatly downregulated upon reprogramming of mouse embryonic fibroblasts into induced pluripotent stem cells^1^. Of special relevance, *Zfp423* belongs also to the genes specifically expressed in the astrocyte lineage^61^, a finding that we further corroborated by inducing astrocytic differentiation and confirming the expected BMP4-enhanced upregulation of *Zfp423* (Supplementary Fig. 6a).

ZFP423 exerts its differentiation-promoting function by binding, through zinc fingers 14–20, to SMAD proteins^62^,^63^ that mediate response to bone morphogenetic protein (BMP) signalling in different cell types^62^ (Supplementary Fig. 6b). 

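*Bmp4* and *Zfp423* are given above for PT and AstroEGFR*, where *Bmp4* passed the threshold and *Zfp423* did not. A list of 8 target genes of BMP and SMAD signalling was lower in PT for 8 of 8 genes, with a median log2 fold change of -1.87. The set test camera gave an adjusted p = 0.0949 over 5 lists on the limma fit, and fry passed it (adjusted p = 0.00668), in a range up to 0.200 over the alternatives. Of the 8 genes, 2 passed over all features and 7 when adjusted over the list alone, with 4 past the threshold with the batch as a block. *Smad6* fell most, from 4.29 ± 0.43 (SD, n = 3) to 0.37 ± 0.29 (SD, n = 4) on the log2(FPKM + 1) scale (log2 fold change -3.92, SE 0.32, limma, Benjamini-Hochberg adjusted p = 0.00483). *Smad7* is in this list as well.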

In our PT samples, both *Bmp4* and *Zfp423* are *de novo* H3K27 trimethylated and downregulated, pointing to a double and synergic blockade of the BMP signalling pathway that is critical for astroglial differentiation. Thus, also in light of the observation that *Zfp423* can coordinate BMP and Notch signalling throughout neural development, and that this effect is enhanced after BMP4 stimulation^63^, we infected the *Zfp423*-sensitive astrocytes (that is, AstroEGFR*2) with a well-characterized mutant isoform of *Zfp423* lacking the SMAD-binding domain^47^ (SBD, hereafter *Zfp423*ΔSBD) and assessed their tumorigenicity *in vivo*. Contrary to the major antigliomagenic effect observed with the overexpression of the full-length protein, overexpression of mutant *Zfp423* did not affect the tumorigenicity of AstroEGFR*2 astrocytes (Fig. 7b), validating the model in which the SMAD-dependent differentiating function of *Zfp423* is critical for its antigliomagenic properties.

## Discussion

HGG constitute an unmet challenge in oncology. Beyond the obvious difficulty linked to the anatomical site and the remarkable invasiveness of these tumours, two key problems have hampered progress so far: (i) the marked heterogeneity of these tumours, which implies the development of several subgroup-targeted approaches, and (ii) the virtual inaccessibility of early-stage lesions, with the attending inability to trace tumour history and define the critical gene circuits that drive initial establishment of the tumour. Notably, although many mouse models have proven invaluable in dissecting central aspects of this human disease, the experimental features of most of them precluded a thorough characterization of disease dynamics. This applies especially to the chromatin level of regulation, despite its emergence as a fundamental domain of perturbation that is raising major therapeutic hopes. Indeed, although cancer-specific chromatin maps, including for PRC2-dependent H3K27 trimethylation, are rapidly accumulating for both human and murine tumours, they most often describe endpoints of disease progression and are seldom related to transcriptional output in terms of mechanistically tested and functionally validated circuits.

Here we advance significantly our understanding of PRC2 contribution to gliomagenesis with an unbiased characterization of the PRC2-dependent circuits. Specifically, we combined the informative power of a mouse model featuring homogeneous cell populations of differential tumorigenic potential with a computational pipeline for the systematic integration of RNAseq and ChIPseq profiles with discovery tools for TF motif enrichment. This yielded two key insights. First, it enabled us to functionally partition the effect of PRC2 silencing, by showing that two critical developmental domains, one centred on the morphogenetic cues that enable migration and the other centred on dedifferentiation, were under direct PRC2 control. Importantly, both have been linked to core features of HGG, such as the marked propensity for invasiveness and the aberrant re-expression of elements of the pluripotency network^33^. Second, it led to the identification of a single TF, *Zfp423*, that was also under direct PRC2 control and accounted for a significant portion of the transcriptional dysregulation that underlies the transition from tumorigenic astrocytes to GPCs. Importantly, we found that *Zfp423* downregulation correlated with a worse prognosis, both in two independent mouse models and in two very large cohorts of human patients. The human homologue of *Zfp423*, *ZNF423*, had been previously identified as a positive prognostic factor for neuroblastoma^44^; hence, our results now extend the functional relevance of this gene to a wholly different class of tumours.

The modular architecture of *Zfp423* and ZNF423, whose Krüppel-like C2H2 zinc finger clusters mediate interaction with distinct transcriptional partners^62^, allowed us to mechanistically define the requirement of the BMP signalling axis for the anti-gliomagenic activity of *Zfp423*, as only the full-length protein but not its SMAD mutant form was able to prolong survival. This finding is particularly interesting in light of our results demonstrating PRC2-silencing of *Bmp4* in our primary tumour samples and of previous data on the aberrant recruitment of PRC2 to the *BMPR1B* receptor gene^28^, pointing to a synergic impact of Polycomb both on core members of the BMP signalling pathway and on one of their critical downstream effectors.

Finally, our findings also uncovered a significant degree of heterogeneity within *Ink4/Arf−/−*; EGFR* gliomagenesis, which we harnessed at the molecular level to define the mechanisms and context specificity of *Zfp423* antigliomagenic activity. As to the former, we found that *Ink4/Arf−/−*; EGFR* tumorigenic astrocytes, despite their overall similarity, display transcriptional specificities that are differentially retained in the gliomas they originate, suggesting that they represent differentially primed entry points of tumorigenesis. Consistently, this heterogeneity is carried through the primary gliomas, which encompass a relatively wide range of high-grade histopathological subtypes and also recapitulate, to different extents and for different parts, the signatures used to classify human HGG.

This transcriptomic dissection of glioma heterogeneity was functionally validated with the observation that *Zfp423* exerts the strongest antigliomagenic activity only in the context of the least tumour-primed astrocytes, in which it antagonizes, in an exquisitely SMAD signalling-dependent manner, a very significant portion of the gliomagenic programme that includes *Sox2*, a well-established glioma oncogene, and several other differentiation-promoting factors that are specifically downregulated in gliomas. However, the context specificity displayed in this experimental model did not prevent the definition of a general prognostic impact for *ZNF423* downregulation, which was confirmed in two large independent human cohorts. The context effect of *Zfp423* is consistent with accumulating evidence on the extreme heterogeneity that characterizes gliomas, with a growing number of TFs being shown to play critical roles but in highly selected cases, as in the instance of the six TFs that underlie transcriptomic changes uniquely in the mesenchymal subtype HGG^26^ or, even more strikingly, the *FGFR-TACC* oncogenic fusion that was identified in three patients from a large cohort of HGG patients^64^. Indeed, especially in light of the significant challenge posed by this remarkable heterogeneity, we believe that our approach of identifying candidate master regulators, along with their relevant networks, by comparing initiating cells with their corresponding tumours further advances the functional reclassification of gliomas on the basis of physiopathologically meaningful TF-centred pathways.

## Methods

### Human cells

Human GBM cell lines were obtained from Rossella Galli's lab (San Raffaele Scientific Institute, Milan, Italy) and were grown as described in ref. 65. Human astrocytes were obtained from ScienCell Research Laboratories (1810).

### Murine cell culture and manipulation

Primary astrocytes, GPCs and NPs were derived and cultured as described previously^66^,^67^,^43^ (see also Supplementary Methods). For the astrocyte cultures, we made use of a classic protocol first descbribed in 1980. Five- to 7-day-old pups were killed, each brain was removed from the head and transferred into a cell culture dish containing sterile Dulbecco's PBS (Lonza). Cerebral cortices were isolated from the rest of the brain and placed into a 1.5-ml tube containing 0.5 ml of astrocyte culture medium (15% North American fetal bovine serum (FBS) (Gibco), 2 mM glutamine, (Lonza), 0.6% glucose (Sigma), 100 U ml^−1^ potassium penicillin+100 U ml^−1^ streptomycin sulfate (Lonza) in basal medium Eagle's (Gibco)). They were mechanically dissociated with scissors and through pipetting; the dissociated tissue was plated into a T-25 flask and incubated in a humidified incubator at 37 °C with 5% CO_2_. Medium was changed 3 days after plating and every other day thereafter until day 9 of culture. Cells were passaged every 4–5 days starting from day 10 of culture at a 1:2 or 1:3 ratio. The cells were rinsed with Dulbecco's PBS and detached in trypsin–versene 1:10 (Sigma and Lonza, respectively); after detachment, the dissociation into single cells was achieved through pipetting. Trypsin was inactivated by adding FBS (Gibco, 1 volume per volume of trypsin) and cells were collected by centrifugation at 280 *g* for 5 min. The cell pellet was resuspended in fresh astrocyte medium and cells were plated in 6-well plates. EGFR*- or ZFP423/ZFP423dSBD-expressing retroviral particles were generated using the retrovirus producer cell line Phoenix-Eco. Established astrocyte cultures (after passage 2) were infected using the viral supernatant filtered through a 0.45-μm filter. Astrocytes were trypsinized as described before; 5 × 105 cells were resuspended in 3 ml of viral supernatant supplemented with 8 μg ml^−1^ Polybrene (Sigma) and plated in a well of a 6-well plate. The supernatant was removed and replaced with fresh supernatant at each new collection. Astrocytes were kept in culture for less than ten passages before being used for *in-vivo* experiments and next generation sequencing profiling.

GPC cultures were obtained and maintained as described in Pollard *et al.*^67^. Mice injected with tumorigenic astrocytes were killed at the onset of neurological symptoms. The tumour mass was dissected from the brain and a small piece was put in a 1.5-ml tube containing 0.5 ml of Accutase (Sigma). The tissue was mechanically dissociated with scissors and through pipetting, passed through a 70-μm cell strainer and single cell suspension was collected in a 50-ml tube. After centrifugation (300 *g* for 5 min), cells were resuspended in glioma-initiating cell medium (1 × B27, 1 × N2 (Gibco), 20 ng ml^−1^ of both EGF and murine fibroblast growth factor-2, 100 U ml^−1^ potassium penicillin+100 μg ml^−1^ streptomycin sulfate in neurobasal medium (Gibco)) and plated in one or two wells of a six-well plate, coated with laminin (Roche). Plates were kept in a humidified incubator 37 °C with 5% CO_2_; medium was changed 2 days after plating and every other day thereafter. Cells were passaged at 80–90% confluency at a ratio ranging from 1:3 to 1:6. They were detached with Accutase and dispersed into single cells by gentle pipetting; after centrifugation at 300 *g* for 5 min, cells were resuspended in glioma-initiating cell medium and plated as described above. GPCs were kept in culture for less than ten passages before being used for *in-vivo* experiments and next generation sequencing profiling. Differentiation was performed according to the protocol published in the same paper. In particular, astrocytic differentiation was performed by adding FBS or BMP4 to the culturing medium, whereas neuronal differentiation was achieved through growth factor withdrawal. The same protocol was used for the differentiation of embryonic neural precursors.

EGFR*, Pdgf-β, Zfp423 or Zfp423DSBD retroviral particles were generated using the retrovirus producer cell line Phoenix-Eco. Supernatant was collected and used directly or after ultracentrifugation. Differentiation of NP was performed as described in ref. 67.

### *In vivo* experiments

Experiments involving animals were carried out in accordance with the Italian Laws (D.lgs. 26/2014), which enforces Dir. 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010, on the protection of animals used for scientific purposes). Specifically, the project was notified to the Ministry of Health before the implementation of the current legislation. As the new legislation does not apply to projects approved before its enactment, for such projects only a notification of the experiments to the Ministry of Health was required (in accordance with the D.L.vo 116/92 (and following additions), which enforced EU 86/609 Directive), and this requirement was dutifully fulfilled.

Tumour formation was induced by stereotaxical injection of 5 × 10^5^ AstroEGFR* or GPCs into the caudate of Cd1-Nude HO, 5-week-old female mice (coordinates: 0.7 mm back, 3 mm left and 3.5 mm deep from the bregma). Brains were isolated at the onset of disease symptoms and fixed in 4% buffered formalin. Samples were paraffin embedded, sectioned, stained for haematoxylin and eosin, and histopathologically classified by pathologists.

### RNA and protein extraction

RNA was extracted from all the lines using the RNeasy Mini Plus Kit (Qiagen) according to the manufacturer's specifications. Quality and concentration of RNA was assessed using a NanoDropSpectrophotometer (NanoDrop Technologies).

Proteins were extracted as follows: cells were harvested from the plate and centrifuged at 300 *g* for 5 min, then washed in PBS and lysed in RIPA buffer plus protease inhibitors cocktail (Sigma). Lysates were sonicated using the Bioruptor Sonication System (UCD200) for three cycles of 30 s with 60 s pause at high power. Lysates were centrifuged at 13,000 *g* for 15 min and supernatants were transferred to a new tube. Protein quantification was performed using the Bradford protein assay (BioRad) following the manufacturer's instructions.

### Complementary DNA preparation and qPCR

Retrotranscribed cDNAs have been obtained from 1 μg of total DNA-depleted RNA using the superscript VILO retrotranscription kit from Life Technologies according to the manufacturer's instructions.

For quantitative reverse transcriptase–PCR (qRT–PCR) analysis, a total amount of cDNA corresponding to 5 ng of starting RNA has been used for each reaction. FAST SYBR green master mix from Life Technologies and 10 μM primer pairs have been used. The qPCR reactions have been performed on an Applied Biosystems 7500 Real-Time PCR machine following the standard amplification protocol (primer list and Taqman Assays ID provided in Supplementary Tables 1 and 2).

### RNAseq and ChIPseq

Library preparation for RNA sequencing was performed using RiboZero and Single Stranded kits (Illumina) according to the manufacturer's instructions. Validation of RNAseq results has been performed through qRT–PCR analysis.

For ChIPseq, cells were harvested and resuspended in PBS containing 1% formaldehyde for fixation and quenched with 125 mM glycine. Cells were lysed and sonicated using the Covaris Sonicator, to generate 250 bp DNA fragments. Chromatin was incubated overnight at 4 °C with the antibodies (H3K27me3 (Cell Signalling) and H3 total (Abcam)) and recovered the day after using Dynabeads Protein G (Life Technologies). Immunocomplexes were eluted, de-cross-linked and purified using Qiaquick PCR Columns (Qiagen) according to the manufacturer's instructions. DNA libraries were prepared according to ChIPseq Sample Preparation Guide (Illumina) and sequenced on an Illumina GA-II or HiSeq 2000 platform. Validation of ChIPseq results has been performed through qPCR analysis: 5 ng DNA have been used for each reaction. FAST SYBR green master mix from Life Technologies and 10 μM primer pairs have been used. The qPCR reactions have been performed on an Applied Biosystems 7500 Real-Time PCR machine following the standard amplification protocol. Primer lists for qRT–PCR and ChIP–qPCR are provided in Supplementary Tables 1 and 3. A detailed description of computational analysis is available as Supplementary Methods. Gene lists from ChIPseq and RNAseq analysis are available as Supplementary Data 1. IPA analyses are available as Supplementary Data 2. ChIPseq and RNAseq data have been deposited in the GEO database (GSE76292).

## Additional information

**How to cite this article:** Signaroldi, E. *et al.* Polycomb dysregulation in gliomagenesis targets a *Zfp423*-dependent differentiation network. *Nat. Commun.* 7:10753 doi: 10.1038/ncomms10753 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-3, Supplementary Methods and Supplementary References

Supplementary Data 1 Gene lists from ChIPseq and RNAseq analysis

Supplementary Data 2 Gene lists from IPA analysis.

## Figures and Tables

**Figure 1:**
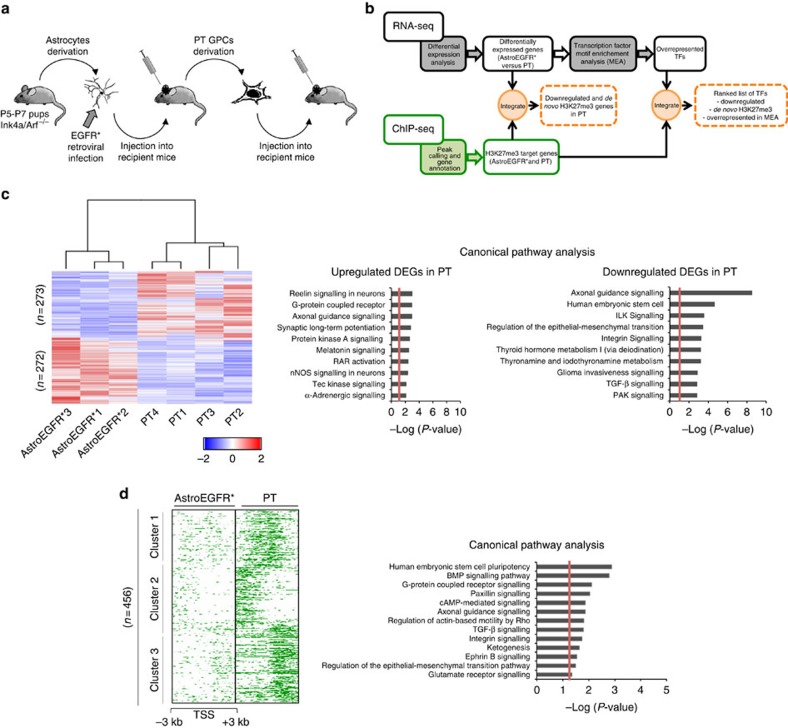
Transcriptional changes and H3K27me3 repositioning during gliomagenesis. (**a**) Schematic representation of the experimental procedure followed in this study. Briefly, astrocytes derived from cortices of *Ink4a/Arf*^−/−^ pups were infected with the human EGFR* and stereotaxically transplanted into recipient mice. GPCs were derived from PT and re-injected into secondary hosts to assess tumour propagation capability. (**b**) Schematic representation of the computational pipeline. RNAseq data were used to identify DEGs between *Ink4a/Arf*^−/−^ astrocytes overexpressing the human EGFR* (referred to as AstroEGFR*) and GPC (referred to as PT). ChIPseq data defined H3K27me3 target genes in the same cell populations. Integration of the results outlined a subset of genes that are significantly downregulated upon *de novo* H3K27me3 acquisition in PT. TF motif enrichment analysis (MEA) was performed on DEGs and integrated with RNAseq and ChIPseq data. (**c**) Left: heatmap of the DEGs between AstroEGFR* and PT. Colours represent *Z*-scores of the row-wise normalized expression values of log_2_ of fragments per kilobase of transcript per million mapped reads (FPKM; red: increased expression, blue: reduced expression). Right: enrichment analysis for canonical pathways in the DEGs. The probability (*P*-value) of random association between the gene set and given terms is calculated using the right-tailed Fisher's exact test. Only the top ten most significant pathways are reported; bar represents the −log (*P*-value). (**d**) Left: heatmap of normalized tag densities, representing the *de novo* methylated genes in PT. Each row represents a 6-kb window centred on the gene TSS and extending 3 kb upstream and 3 kb downstream. The signal has been generated by merging the bam files of the biological replicates. Right: enrichment analysis for canonical pathways in the same gene set.

**Figure 2:**
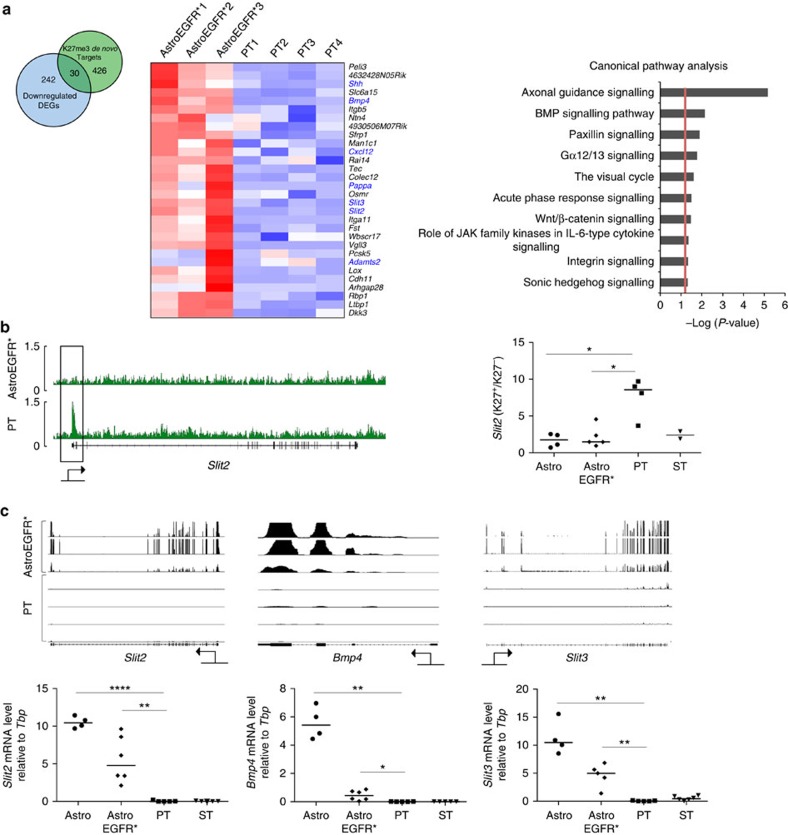
H3K27me3-mediated downregulation affects the axon guidance pathway. (**a**) Left: Venn diagram displaying the overlap between downregulated DEGs (light blue) and *de novo* H3K27me3 targets (light green) in PT. Middle: heatmap representing the gene expression changes between AstroEGFR* and PT of the 30 downregulated DEGs and *de novo* H3K27me3 targets. Genes belonging to the axon guidance pathway are written in blue. Right: enrichment analysis for canonical pathways in the same gene set. (**b**) Left: IGV visualization of the H3K27me3 ChIPseq tracks for the *Slit2* gene. Black rectangle highlights the peak on the TSS. Right: ChIP–qPCR validation of the H3K27me3 enrichment. Data represent the fold increase of the K27me3-positive region of the promoter normalized on the total H3 (K27^+^) over a K27me3-negative region in close proximity, again normalized on the total H3 (K27^−^). Each symbol represents a different sample for the indicated categories on the *x* axis (AstroEGFR*, *Ink4a/Arf*^−/−^ astrocytes overexpressing the human EGFR*; Astro, *Ink4a/Arf*^−/−^ astrocytes; PT, primary tumour GPC; ST, secondary tumour GPC); black bars within the symbols represent the median (*P<0.05) (*P*-values were calculated using the Mann-Whitney test). (**c**) Top: IGV visualization of the RNAseq tracks for selected genes of the axon guidance pathway. Bottom, analysis of transcript levels measured by qRT–PCR for the same genes. Data are represented as dCt (log_2_ scale) relative to *Tbp*. Each symbol represents a different sample in the specified categories on the *x* axis; black bars within the symbols represent the median. (*P<0.05, **P<0.01 and ****P<0.0001) (*P*-values were calculated using the Mann–Whitney test).

**Figure 3:**
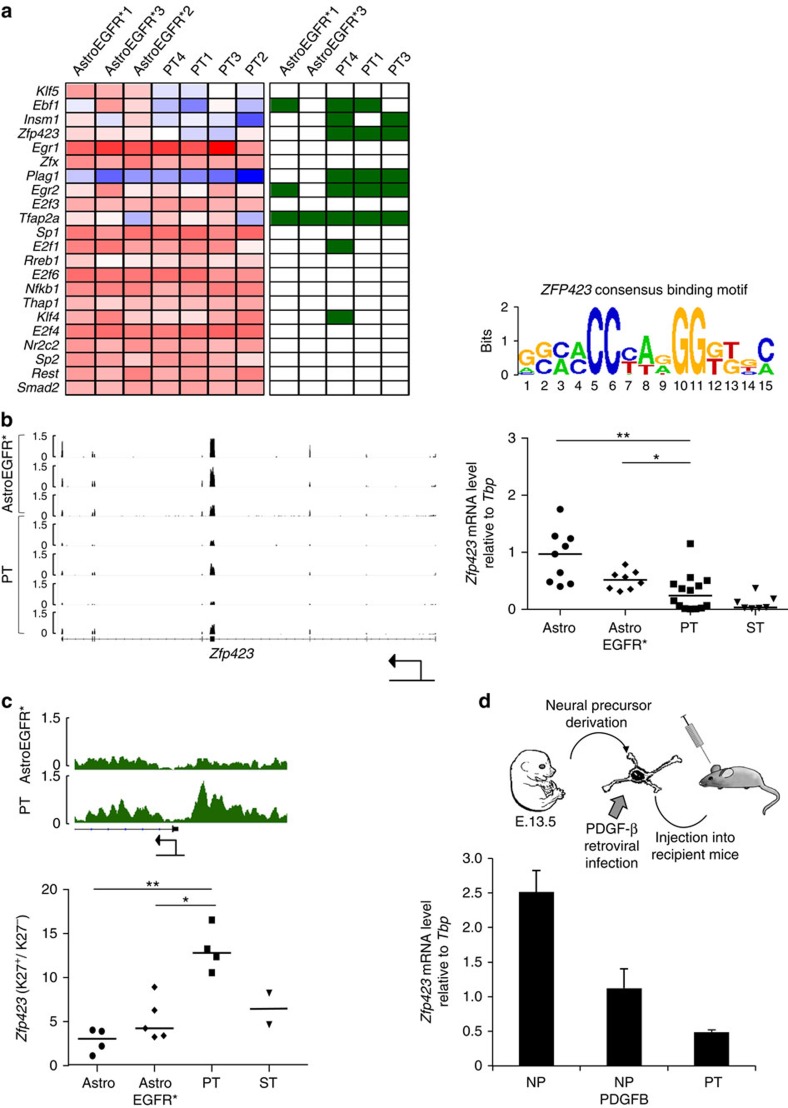
*Zfp423* is downregulated in PT upon H3K27 trimethylation and its binding motif is overrepresented among DEG promoters. (**a**) Left: heatmap representing the gene expression levels (red: increased expression, blue: reduced expression) between AstroEGFR* and PT of the most significant, overrepresented TFs identified with *P*scan (Bonferroni *P*-value<0.05). The second heatmap represents H3K27me3 status of the promoter of the same genes (white: unmethylated, green: methylated). Right: *Zfp423*-binding motif. (**b**) Left: IGV visualization of the RNAseq tracks for *Zfp423*. Right: analysis of transcript levels measured by qRT–PCR in different cell populations. Data are represented as dCt (log_2_ scale) relative to *Tbp*. Each symbol represents a different sample for the specified category; black bars within the symbols represent the median. (*P<0.05 and **P<0.01) (*P*-values were calculated using the Mann–Whitney test). (**c**) Top: IGV visualization of the H3K27me3 ChIPseq tracks for the *Zfp423* gene. Bottom: ChIP–qPCR validation of the H3K27me3 enrichment. Data represent the fold increase of the K27me3-positive region of the promoter normalized on the total H3 (K27^+^) over a K27me3-negative region in close proximity, again normalized on the total H3 (K27^−^). Each symbol represents a different sample in each category; black bars within the symbols represent the median (*P<0.05 and **P<0.01) (*P*-values were calculated using the Mann–Whitney test). (**d**) Top: schematic representation of a different glioma mouse model in which *Zfp423* downregulation was confirmed. Neural precursors (NPs) were isolated from telencefalic vesicles of embryos at 13.5 dpc. Cells were infected with the mouse *Pdgf-β* and transplanted stereotaxically into recipient mice. GPCs were derived from PTs. Bottom: *Zfp423* messenger RNA levels were measured in the different cell populations by qRT–PCR. Data are represented as dCt (log_2_ scale) relative to *Tbp*; error bars represent the s.d. of the technical replicates.

**Figure 4:**
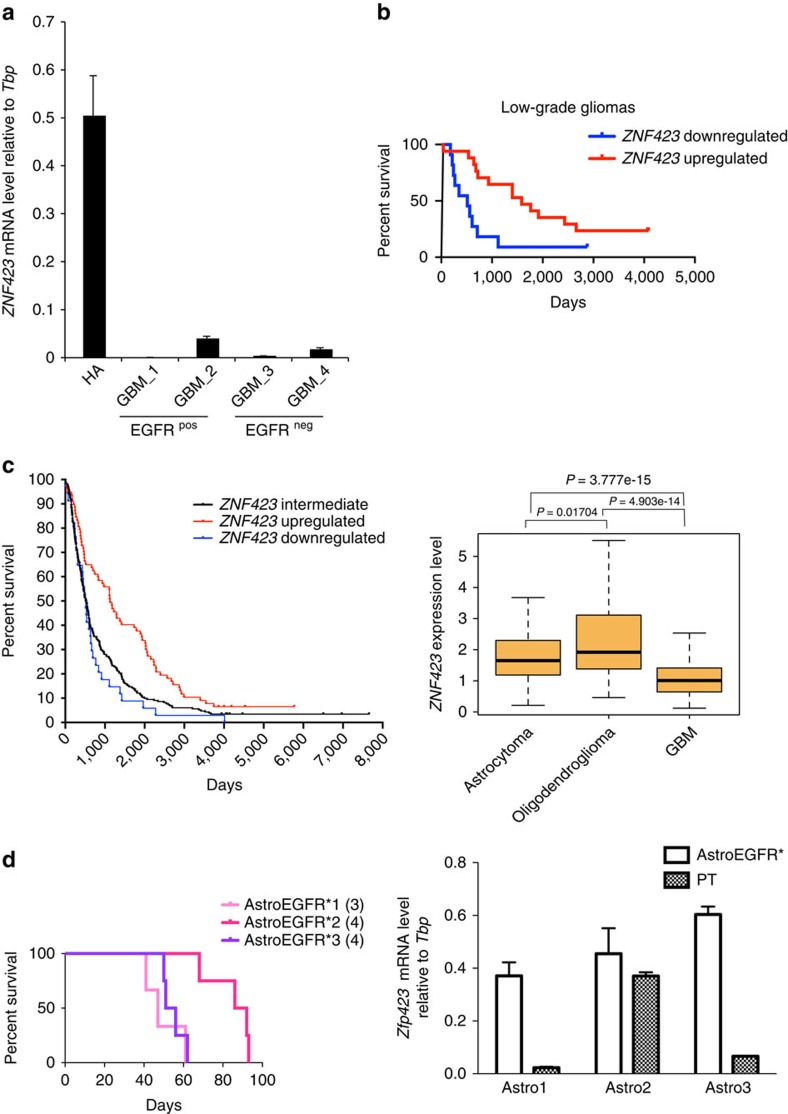
Strong downregulation of *Zfp423* correlates with poor prognosis. (**a**) mRNA levels of the human orthologue of *Zfp423*, *ZNF423*, were measured in human glioma samples classified according to EGFR expression (GBM, GBM sample; HA, human astrocytes) by qRT–PCR. Data are represented as dCt (log_2_ scale) relative to *TBP*; error bars represent the s.d. of technical replicates. (**b**) Kaplan–Meyer analysis of survival in low-grade glioma patients with high (red, *n*=17) or low (blue, *n*=11) *ZNF423* expression levels (*P*<0.01, data obtained from The Cancer Genome Atlas, TCGA). (**c**) Survival and expression analysis of a large data set from the REpository for Molecular BRAin Neoplasia DaTa (REMBRANDT). Left: Kaplan–Meyer analysis of survival in patients with high (red, *n*=77), intermediate (black, *n*=232) or low (blue, *n*=34) *ZNF423* expression levels. Difference in progression-free survival between *ZNF423* high- and low-expressing patients is statistically significant (*P*=1.65218e−5). Right: boxplots represent expression levels of *ZNF423* in different samples grouped according to histopatological classification (*P*-values were computed with Mann–Whitney test). (**d**) Left: Kaplan–Meyer analysis of survival in mice injected with three representative AstroEGFR* cell lines (*n*=3 for AstroEGFR*1, *n*=4 for AstroEGFR*2 and *n*=3 for AstroEGFR*3). Right: *Zfp423* mRNA levels in the same three AstroEGFR* cell lines (white bars) and in primary GPC derived from corresponding tumours (black bars). Data are represented as dCt (log_2_ scale) relative to *Tbp*; error bars represent the s.d. of technical replicates.

**Figure 5:**
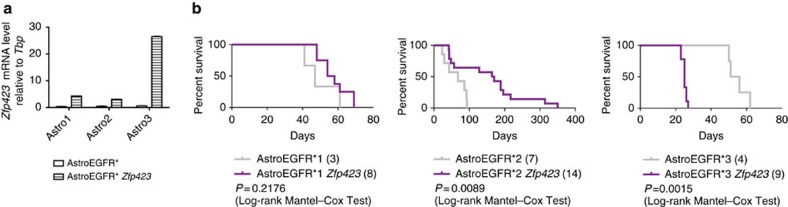
*Zfp423* overexpression differentially impacts survival. (**a**) AstroEGFR* cell lines were infected with retroviral vectors expressing *Zfp423* and *Zfp423* overexpression levels were then measured by qRT–PCR. Data are represented as dCt (log_2_ scale) relative to *Tbp*; error bars represent the s.d. of technical replicates. (**b**) Kaplan–Meyer analysis of survival in mice injected with the three batches of AstroEGFR* (light grey) and AstroEGFR* overexpressing *Zfp423* (purple). Numbers of animals for each category are indicated in brackets in the caption. Difference in progression-free survival between animals injected with AstroEGFR*2 and AstroEGFR*2 *Zfp423* is statistically significant.

**Figure 6:**
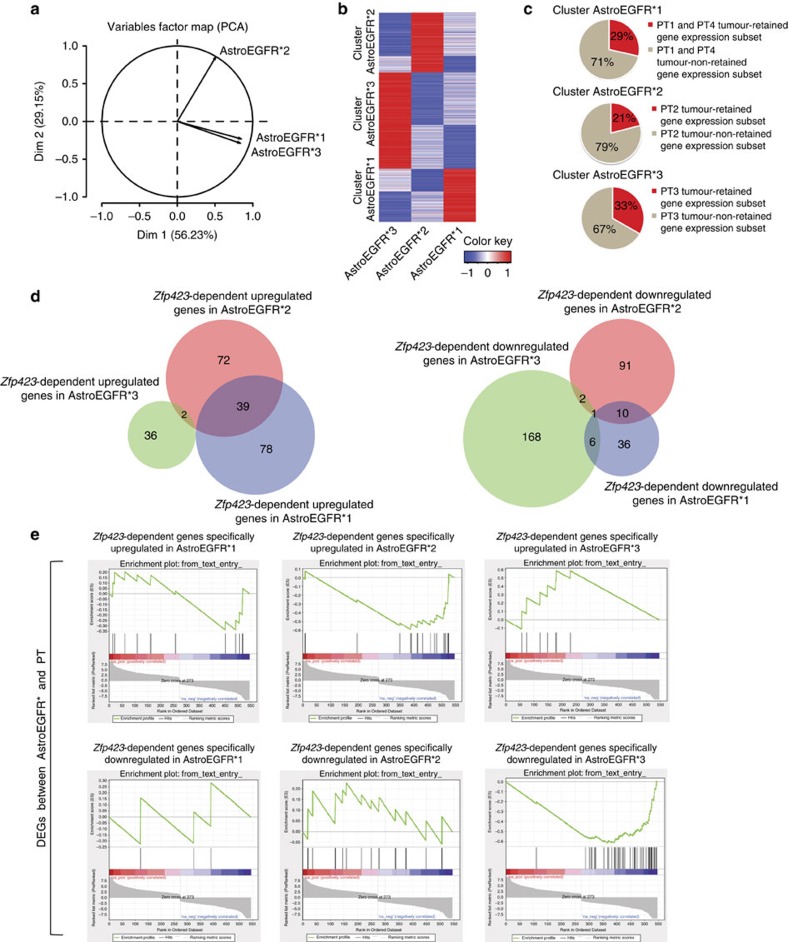
*Zfp423* overexpression differentially affects AstroEGFR* networks. (**a**) Variable factor map (principal component analysis (PCA)) representing the degree of correlation between AstroEGFR* transcriptomes. The PCA shows that AstroEGFR* cluster according to their responsiveness to *Zfp423* overexpression. Correlation coefficients of AstroEGFR*1, AsrtoEGFR*2 and AstroEGFR*3 with the first component are 0.8499869, 0.5120449 and 0.8380024, respectively. (**b**) Heatmap representing the clusters of genes selectively enriched in the three batches of tumorigenic astrocytes. (**c**) Pie charts representing the proportion of tumour-retained gene expression for each AstroEGFR*-derived PT. (**d**) Venn diagrams showing the overlap of *Zfp423*-dependent genes identified in the three different astrocytes batches upon *Zfp423* overexpression. (**e**) Gene set enrichment analysis showing the enrichment, within the DEGs initially identified between AstroEGFR* and PT, for *Zfp423*-dependent genes. The interrogation with the *Zfp423*-dependent genes upregulated in AstroEGFR*2 shows a significant enrichment in the DEGs that are downregulated in the gliomagenic transition from tumorigenic astrocytes to primary gliomas. Black bars represent the position of *Zfp423*-dpendent genes in the ranked list of DEGs between AstroEGFR* and PT. The green line represents the enrichment score. The nominal *P*-values associated with the *Zfp423*-dependent genes upregulated in AstroEGFR*2, the *Zfp423*-dependent genes upregulated in AstroEGFR*3 and the *Zfp423*-dependent genes downregulated in AstroEGFR*3 are statically significant (*P*<0.01).

**Figure 7:**
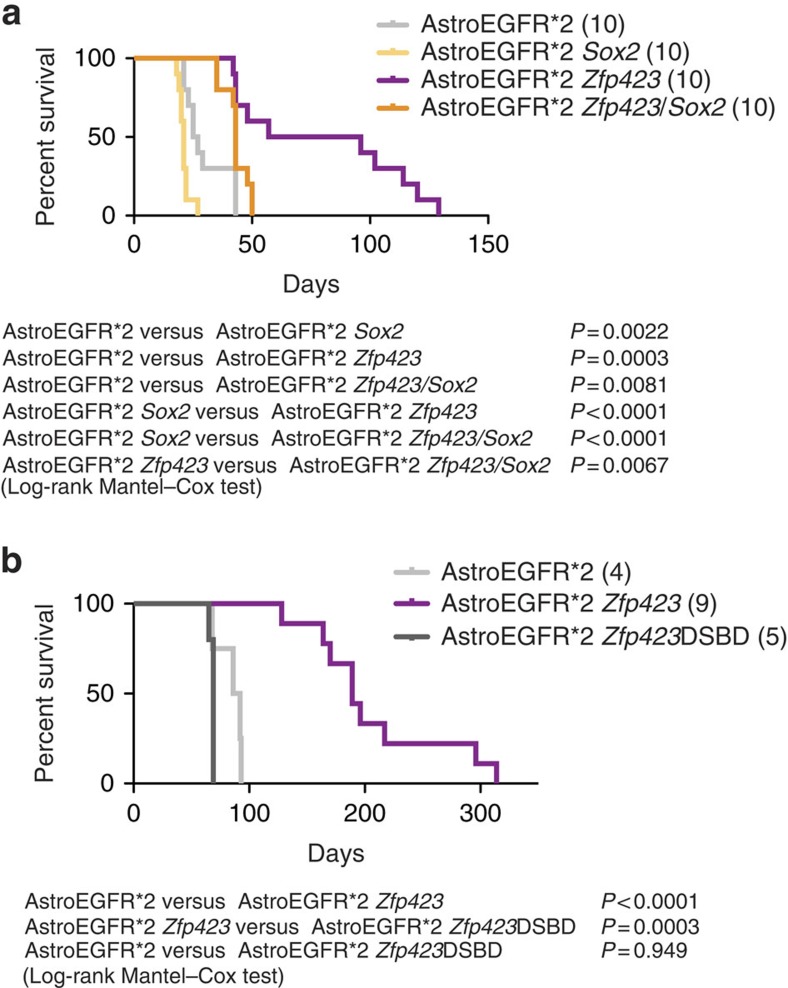
*Zfp423* expression antagonizes gliomagenesis in a SMAD-dependent manner. (**a**) Kaplan–Meyer analysis of survival in mice injected with AstroEGFR*2 overexpressing either *Zfp423*, *Sox2* or both. Reconstitution of *Sox2* expression in the context of *Zfp423* overexpression reverted the *Zfp423-*dependent antigliomagenic phenotype (orange line), leading to shorter survival compared with *Zfp423* overexpression alone (purple line). Overexpression of both *Zfp423* and *Sox2* also prolonged survival with respect to *Sox2* overexpression alone, indicating mutual antagonism between the two factors. Numbers of animals for each category are indicated in brackets in the caption; *P*-values were computed with log-rank Mantel–Cox test. (**b**) Overexpression of a mutant form of *Zfp423* lacking the SMAD-binding domain (*Zfp423Δ*SBD, dark grey curve) fails to prolong survival in mice. Numbers of animals for each category are indicated in brackets in the caption; *P*-values were computed with log-rank Mantel–Cox test.

## References

[b1] FragolaG. *et al.* Cell reprogramming requires silencing of a core subset of polycomb targets. PLoS Genet. 9, e1003292 (2013).2346864110.1371/journal.pgen.1003292PMC3585017

[b2] LaugesenA. & HelinK. Chromatin repressive complexes in stem cells, development, and cancer. Cell Stem Cell 14, 735–751 (2014).2490516410.1016/j.stem.2014.05.006

[b3] RiisingE. M. *et al.* Gene silencing triggers polycomb repressive complex 2 recruitment to CpG islands genome wide. Mol. Cell 55, 347–360 (2014).2499923810.1016/j.molcel.2014.06.005

[b4] MargueronR. & ReinbergD. The Polycomb complex PRC2 and its mark in life. Nature 469, 343–349 (2011).2124884110.1038/nature09784PMC3760771

[b5] OhmJ. E. *et al.* A stem cell-like chromatin pattern may predispose tumour suppressor genes to DNA hypermethylation and heritable silencing. Nat. Genet. 39, 237–242 (2007).1721141210.1038/ng1972PMC2744394

[b6] SchlesingerY. *et al.* Polycomb-mediated methylation on Lys27 of histone H3 pre-marks genes for de novo methylation in cancer. Nat. Genet. 39, 232–236 (2007).1720067010.1038/ng1950

[b7] WidschwendterM. *et al.* Epigenetic stem cell signature in cancer. Nat. Genet. 39, 157–158 (2007).1720067310.1038/ng1941

[b8] MarchesiI., FiorentinoF. P., RizzolioF., GiordanoA. & BagellaL. The ablation of EZH2 uncovers its crucial role in rhabdomyosarcoma formation. Cell Cycle 11, 3828–3836 (2012).2298300910.4161/cc.22025PMC3495825

[b9] ChenT. & DentS. Y. Chromatin modifiers and remodellers: regulators of cellular differentiation. Nat. Rev. Genet. 15, 93–106 (2014).2436618410.1038/nrg3607PMC3999985

[b10] ChafferC. L. *et al.* Poised chromatin at the ZEB1 promoter enables breast cancer cell plasticity and enhances tumorigenicity. Cell 154, 61–74 (2013).2382767510.1016/j.cell.2013.06.005PMC4015106

[b11] BrackenA. P. *et al.* The Polycomb group proteins bind throughout the INK4A-ARF locus and are disassociated in senescent cells. Genes Dev. 21, 525–530 (2007).1734441410.1101/gad.415507PMC1820894

[b12] LuC. *et al.* Regulation of tumour angiogenesis by EZH2. Cancer Cell 18, 185–197 (2010).2070815910.1016/j.ccr.2010.06.016PMC2923653

[b13] PiuntiA. *et al.* Polycomb proteins control proliferation and transformation independently of cell cycle checkpoints by regulating DNA replication. Nat. Commun. 5, 3649 (2014).2472813510.1038/ncomms4649PMC3996544

[b14] CaganovaM. *et al.* Germinal center dysregulation by histone methyltransferase EZH2 promotes lymphomagenesis. J. Clin. Invest. 123, 5009–5022 (2013).2420069510.1172/JCI70626PMC3859423

[b15] McCabeM. T. *et al.* EZH2 inhibition as a therapeutic strategy for lymphoma with EZH2-activating mutations. Nature 492, 108–112 (2012).2305174710.1038/nature11606

[b16] BrackenA. P. *et al.* EZH2 is downstream of the pRB-E2F pathway, essential for proliferation and amplified in cancer. EMBO J. 22, 5323–5335 (2003).1453210610.1093/emboj/cdg542PMC213796

[b17] ErnstT. *et al.* Inactivating mutations of the histone methyltransferase gene EZH2 in myeloid disorders. Nat. Genet. 42, 722–726 (2010).2060195310.1038/ng.621

[b18] LeeW. *et al.* PRC2 is recurrently inactivated through EED or SUZ12 loss in malignant peripheral nerve sheath tumours. Nat. Genet. 46, 1227–1232 (2014).2524028110.1038/ng.3095PMC4249650

[b19] SchwartzentruberJ. *et al.* Driver mutations in histone H3.3 and chromatin remodelling genes in paediatric glioblastoma. Nature 482, 226–231 (2012).2228606110.1038/nature10833

[b20] WuG. *et al.* Somatic histone H3 alterations in pediatric diffuse intrinsic pontine gliomas and non-brainstem glioblastomas. Nat. Genet. 44, 251–253 (2012).2228621610.1038/ng.1102PMC3288377

[b21] de VriesN. A. *et al.* Prolonged Ezh2 depletion in glioblastoma causes a robust switch in cell fate resulting in tumour progression. Cell Rep. 10, 383–397 (2015).10.1016/j.celrep.2014.12.02825600873

[b22] KoppensM. & van LohuizenM. Context-dependent actions of Polycomb repressors in cancer. Oncogene 44, 251–253 (2015).10.1038/onc.2015.19526050622

[b23] SteffenP. A. & RingroseL. What are memories made of? How Polycomb and Trithorax proteins mediate epigenetic memory. Nat. Rev. Mol. Cell Biol. 15, 340–356 (2014).2475593410.1038/nrm3789

[b24] PhillipsH. S. *et al.* Molecular subclasses of high-grade glioma predict prognosis, delineate a pattern of disease progression, and resemble stages in neurogenesis. Cancer Cell 9, 157–173 (2006).1653070110.1016/j.ccr.2006.02.019

[b25] VerhaakR. G. *et al.* Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell 17, 98–110 (2010).2012925110.1016/j.ccr.2009.12.020PMC2818769

[b26] CarroM. S. *et al.* The transcriptional network for mesenchymal transformation of brain tumours. Nature 463, 318–325 (2010).2003297510.1038/nature08712PMC4011561

[b27] SuvaM. L. *et al.* Reconstructing and reprogramming the tumour-propagating potential of glioblastoma stem-like cells. Cell 157, 580–594 (2014).2472643410.1016/j.cell.2014.02.030PMC4004670

[b28] LeeJ. *et al.* Epigenetic-mediated dysfunction of the bone morphogenetic protein pathway inhibits differentiation of glioblastoma-initiating cells. Cancer Cell 13, 69–80 (2008).1816734110.1016/j.ccr.2007.12.005PMC2835498

[b29] OrzanF. *et al.* Enhancer of Zeste 2 (EZH2) is up-regulated in malignant gliomas and in glioma stem-like cells. Neuropathol. Appl. Neurobiol. 37, 381–394 (2011).2094610810.1111/j.1365-2990.2010.01132.x

[b30] BruggemanS. W. *et al.* Bmi1 controls tumour development in an Ink4a/Arf-independent manner in a mouse model for glioma. Cancer Cell 12, 328–341 (2007).1793655810.1016/j.ccr.2007.08.032

[b31] GargiuloG. *et al.* *In vivo* RNAi screen for BMI1 targets identifies TGF-beta/BMP-ER stress pathways as key regulators of neural- and malignant glioma-stem cell homeostasis. Cancer Cell 23, 660–676 (2013).2368014910.1016/j.ccr.2013.03.030

[b32] BachooR. M. *et al.* Epidermal growth factor receptor and Ink4a/Arf: convergent mechanisms governing terminal differentiation and transformation along the neural stem cell to astrocyte axis. Cancer Cell 1, 269–277 (2002).1208686310.1016/s1535-6108(02)00046-6

[b33] Friedmann-MorvinskiD. & VermaI. M. Dedifferentiation and reprogramming: origins of cancer stem cells. EMBO Rep. 15, 244–253 (2014).2453172210.1002/embr.201338254PMC3989690

[b34] VogelT., AhrensS., ButtnerN. & KrieglsteinK. Transforming growth factor beta promotes neuronal cell fate of mouse cortical and hippocampal progenitors in vitro and in vivo: identification of Nedd9 as an essential signalling component. Cereb. Cortex 20, 661–671 (2010).1958702310.1093/cercor/bhp134PMC2820705

[b35] GomesW. A., MehlerM. F. & KesslerJ. A. Transgenic overexpression of BMP4 increases astroglial and decreases oligodendroglial lineage commitment. Dev. Biol. 255, 164–177 (2003).1261814110.1016/s0012-1606(02)00037-4

[b36] OzairM. Z., NoggleS., WarmflashA., KrzyspiakJ. E. & BrivanlouA. H. SMAD7 directly converts human embryonic stem cells to telencephalic fate by a default mechanism. Stem Cells 31, 35–47 (2013).2303488110.1002/stem.1246PMC4103884

[b37] MohnF. *et al.* Lineage-specific polycomb targets and de novo DNA methylation define restriction and potential of neuronal progenitors. Mol. Cell 30, 755–766 (2008).1851400610.1016/j.molcel.2008.05.007

[b38] JiangC. & PughB. F. A compiled and systematic reference map of nucleosome positions across the Saccharomyces cerevisiae genome. Genome Biol. 10, R109 (2009).1981479410.1186/gb-2009-10-10-r109PMC2784324

[b39] BroseK. *et al.* Slit proteins bind Robo receptors and have an evolutionarily conserved role in repulsive axon guidance. Cell 96, 795–806 (1999).1010226810.1016/s0092-8674(00)80590-5

[b40] LiH. S. *et al.* Vertebrate slit, a secreted ligand for the transmembrane protein roundabout, is a repellent for olfactory bulb axons. Cell 96, 807–818 (1999).1010226910.1016/s0092-8674(00)80591-7

[b41] DallolA. *et al.* Frequent epigenetic inactivation of the SLIT2 gene in gliomas. Oncogene 22, 4611–4616 (2003).1288171810.1038/sj.onc.1206687

[b42] YiinJ. J. *et al.* Slit2 inhibits glioma cell invasion in the brain by suppression of Cdc42 activity. Neuro Oncol. 11, 779–789 (2009).2000873310.1215/15228517-2008-017PMC2802398

[b43] AppolloniI. *et al.* PDGF-B induces a homogeneous class of oligodendrogliomas from embryonic neural progenitors. Int. J. Cancer 124, 2251–2259 (2009).1916586310.1002/ijc.24206

[b44] HuangS. *et al.* ZNF423 is critically required for retinoic acid-induced differentiation and is a marker of neuroblastoma outcome. Cancer Cell 15, 328–340 (2009).1934533110.1016/j.ccr.2009.02.023PMC2693316

[b45] MazzoleniS. *et al.* Epidermal growth factor receptor expression identifies functionally and molecularly distinct tumour-initiating cells in human glioblastoma multiforme and is required for gliomagenesis. Cancer Res. 70, 7500–7513 (2010).2085872010.1158/0008-5472.CAN-10-2353

[b46] MadhavanS. *et al.* Rembrandt: helping personalized medicine become a reality through integrative translational research. Mol. Cancer Res. 7, 157–167 (2009).1920873910.1158/1541-7786.MCR-08-0435PMC2645472

[b47] GuptaR. K. *et al.* Transcriptional control of preadipocyte determination by Zfp423. Nature 464, 619–623 (2010).2020051910.1038/nature08816PMC2845731

[b48] MontojoJ. *et al.* GeneMANIA Cytoscape plugin: fast gene function predictions on the desktop. Bioinformatics 26, 2927–2928 (2010).2092641910.1093/bioinformatics/btq562PMC2971582

[b49] LoddoM. *et al.* Pregnancy-associated plasma protein A regulates mitosis and is epigenetically silenced in breast cancer. J. Pathol. 233, 344–356 (2014).2493133110.1002/path.4393

[b50] FougereM. *et al.* NFAT3 transcription factor inhibits breast cancer cell motility by targeting the Lipocalin 2 gene. Oncogene 29, 2292–2301 (2010).2010121810.1038/onc.2009.499

[b51] KanedaA. *et al.* Lysyl oxidase is a tumour suppressor gene inactivated by methylation and loss of heterozygosity in human gastric cancers. Cancer Res. 64, 6410–6415 (2004).1537494810.1158/0008-5472.CAN-04-1543

[b52] FavaroR. *et al.* Sox2 is required to maintain cancer stem cells in a mouse model of high-grade oligodendroglioma. Cancer Res. 74, 1833–1844 (2014).2459912910.1158/0008-5472.CAN-13-1942

[b53] de la RochaA. M., SampronN., AlonsoM. M. & MatheuA. Role of SOX family of transcription factors in central nervous system tumours. Am. J. Cancer Res. 4, 312–324 (2014).25057435PMC4106650

[b54] HuangY., DasA. K., YangQ. Y., ZhuM. J. & DuM. Zfp423 promotes adipogenic differentiation of bovine stromal vascular cells. PLoS ONE 7, e47496 (2012).2307181510.1371/journal.pone.0047496PMC3468566

[b55] AlcarazW. A. *et al.* Zfp423 controls proliferation and differentiation of neural precursors in cerebellar vermis formation. Proc. Natl Acad. Sci. USA 103, 19424–19429 (2006).1715119810.1073/pnas.0609184103PMC1748242

[b56] ChengL. E., ZhangJ. & ReedR. R. The transcription factor Zfp423/OAZ is required for cerebellar development and CNS midline patterning. Dev. Biol. 307, 43–52 (2007).1752439110.1016/j.ydbio.2007.04.005PMC2866529

[b57] WarmingS., RachelR. A., JenkinsN. A. & CopelandN. G. Zfp423 is required for normal cerebellar development. Mol. Cell. Biol. 26, 6913–6922 (2006).1694343210.1128/MCB.02255-05PMC1592861

[b58] ChengL. E. & ReedR. R. Zfp423/OAZ participates in a developmental switch during olfactory neurogenesis. Neuron 54, 547–557 (2007).1752156810.1016/j.neuron.2007.04.029PMC2866517

[b59] RobyY. A. *et al.* Zfp423/OAZ mutation reveals the importance of Olf/EBF transcription activity in olfactory neuronal maturation. J. Neurosci. 32, 13679–13688a (2012).2303508010.1523/JNEUROSCI.6190-11.2012PMC3483594

[b60] ZillerM. J. *et al.* Dissecting neural differentiation regulatory networks through epigenetic footprinting. Nature 518, 355–359 (2015).2553395110.1038/nature13990PMC4336237

[b61] CahoyJ. D. *et al.* A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J. Neurosci. 28, 264–278 (2008).1817194410.1523/JNEUROSCI.4178-07.2008PMC6671143

[b62] HataA. *et al.* OAZ uses distinct DNA- and protein-binding zinc fingers in separate BMP-Smad and Olf signalling pathways. Cell 100, 229–240 (2000).1066004610.1016/s0092-8674(00)81561-5

[b63] MasserdottiG. *et al.* ZFP423 coordinates Notch and bone morphogenetic protein signalling, selectively up-regulating Hes5 gene expression. J. Biol. Chem. 285, 30814–30824 (2010).2054776410.1074/jbc.M110.142869PMC2945575

[b64] Di StefanoA. L. *et al.* Detection, characterization, and inhibition of FGFR-TACC fusions in IDH wild-type glioma. Clin. Cancer Res. 21, 3307–3317 (2015).2560906010.1158/1078-0432.CCR-14-2199PMC4506218

[b65] GalliR. *et al.* Isolation and characterization of tumourigenic, stem-like neural precursors from human glioblastoma. Cancer Res. 64, 7011–7021 (2004).1546619410.1158/0008-5472.CAN-04-1364

[b66] McCarthyK. D. & de VellisJ. Preparation of separate astroglial and oligodendroglial cell cultures from rat cerebral tissue. J. Cell Biol. 85, 890–902 (1980).624856810.1083/jcb.85.3.890PMC2111442

[b67] PollardS. M. *et al.* Glioma stem cell lines expanded in adherent culture have tumour-specific phenotypes and are suitable for chemical and genetic screens. Cell Stem Cell 4, 568–580 (2009).1949728510.1016/j.stem.2009.03.014

How the deposited data were processed for this re-analysis (not part of the article)

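RNAseq values of 10 libraries were used, 3 of AstroEGFR*, 4 of PT and 3 of AstroEGFR* infected with the *Zfp423* vector, with 1 library per culture. The authors deposited 1 matrix of FPKM values with 23230 features named by gene symbol. They tested differences with CuffDiff, and the main text names neither the aligner, the program that gave the FPKM nor the mouse assembly. The Supplementary Methods, to which the paper refers for the computational analysis, were not used here and may give these and the rule for retained genes. Every column of the matrix was used. The sample labels name a TruSeq RNA kit for all libraries, while the paper describes removal of ribosomal RNA and stranded libraries, and the labels call the *Zfp423* vector lentiviral where the paper calls it retroviral. The share of small non-coding RNA differs between libraries of the same label, so the libraries were not treated as being of 1 type. ChIPseq, qPCR and tumour data and the published signatures were not analysed here. The result of 1 gene of Fig. 2a is not reported singly.

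PT and AstroEGFR* were compared with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1) of features with a mean of at least 1 FPKM, by a linear model and empirical Bayes with a trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. AstroEGFR* with and without *Zfp423* were compared in the same way with the astrocyte batch as a block. FPKM hold no counts, so count models were not used and the precision that the depth gives to each gene is unknown. A relative depth was taken from the most common log2 ratio between libraries over features listed at 0 in at least 5 libraries, and 32 of 36 pairs of libraries chained to within 0.1. The procedure was tested on simulated values of 12261 features, of which 200 were changed. It called 141, of which 134 were changed and 7 were not, and 0 had the wrong sign.

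Sets of genes were tested with camera with the correlation estimated from the data, and with fry as an alternative. The sets were the genes that Supplementary Data 1 gives as changed with *Zfp423* in 1 batch only, and 5 lists written down beforehand: PRC2 subunits, target genes of BMP and SMAD signalling, serum-response genes, cholesterol synthesis genes and the Sox family. Markers of microglia, fibroblasts or meninges, endothelium, the oligodendrocyte lineage, astrocytes and neurons were compared by the median of their log2 ratios. Principal component analysis, clustering and correlations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. Single genes were also tested by exact permutation of the group labels, without regard to the shared batches.

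The groups, the comparisons and most alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling between libraries, empirical Bayes without trend, all 10 libraries in 1 fit, the batch as a replicate block, PT1 and PT4 averaged, a fold change of at least 2, and each library left out in turn. Single genes and gene sets were refitted with the pseudocount, the scaling, the block and each library left out only. Others concerned fry, distances and linkage, FPKM without logarithm, and the rule for retained genes. Chosen after the values were seen were the set of 788 small non-coding RNA and histone features and every result without it. So were principal component analysis of FPKM without logarithm over all features and the tolerance of 0.01 for a difference from the paper's correlations. The same is true of the limit of 0.05 for calling a correlation moved and the check of the fibroblast axis without AstroEGFR*3. Tests chosen afterwards were those of cell types by markers, of the change of library type and of the culture medium. Others were those of the serum list in the AstroEGFR*3 *Zfp423* library and of the shared AstroEGFR*2 library.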

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

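The tests of cell types by their markers, of the serum list and of the change of library type were chosen only after the result was seen.

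In PT, 36 values were tested by Dixon's ratio for a library far from the other 3, and 3 lay beyond the critical value where 1.8 are expected by chance. These were *Slit2* (0.954), *Klf5* (0.879) and *Cdkn2a* (0.933), and PT3 was the far library in each. *Cdkn2a* was at 130 FPKM in PT3 and at 7.48, 7.34 and 9.01 FPKM in PT1, PT2 and PT4, although the astrocytes are described as *Ink4a/ARF* null. It was also highest in AstroEGFR*3, at 29.1 FPKM against 6.92 and 3.96. FPKM by gene symbol do not tell which exons are covered. The cause was not tested.

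Of features changed at least 2-fold with *Zfp423* in both AstroEGFR*2 and AstroEGFR*3, 963 went in opposite directions and 351 in the same. In AstroEGFR*2 the log2 ratio was -4.79 for *Sox2*, 2.81 for *Slit2* and 5.83 for *Lox*, against 0.92, -4.23 and -8.59 in AstroEGFR*3. Across features the ratios of the 2 batches correlated at -0.231. There is 1 pair of libraries per batch, so a difference between the batches was not tested.

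Microglia markers rose with *Zfp423* by a median log2 ratio of 5.58 in AstroEGFR*1 and 5.56 in AstroEGFR*2, and by -0.24 in AstroEGFR*3. All 10 markers were at least 2-fold higher in both of the first batches, which fits cells of another type in the culture as a candidate explanation. *C1qa* reached 433 FPKM in the AstroEGFR*1 *Zfp423* library, *Tyrobp* 301 FPKM and *Csf1r* 202 FPKM. The difference from endothelial markers was 5.48 in AstroEGFR*2, but 0 of the 6 endothelial markers had a mean of at least 1 FPKM in AstroEGFR*. Added cells and a lower share of astrocytes alone therefore cannot be told apart by it. Of the 10 markers, 4 had a mean of at least 1 FPKM in AstroEGFR*, where *C1qa* was at 1.71, 0.651 and 0.697 FPKM, and *Itgam* is among the genes that the paper lists as upregulated with *Zfp423* in AstroEGFR*1 only.

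All 7 astrocyte markers were at least 2-fold lower with *Zfp423* in AstroEGFR*2, with a median log2 ratio of -3.19, against -1.12 in AstroEGFR*1 and -0.88 in AstroEGFR*3. In AstroEGFR*2 the 7 ranged from -5.80 to -1.15, and *Olig1* (-6.37) fell further than any of them. Fewer astrocyte-lineage cells in the culture may contribute to the fall of *Sox2*, *Olig1* and *Olig2* (-5.46) in this library. A lower share alone would lower such genes alike. The same values could come from a change within the cells, and the libraries do not separate these.

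Fibroblast or meningeal markers changed with *Zfp423* by a median log2 ratio of 3.70 in AstroEGFR*1, 2.94 in AstroEGFR*2 and -8.22 in AstroEGFR*3. *Col1a1* was at 103, 90.9 and 1816 FPKM in AstroEGFR*1 to AstroEGFR*3 and at 946, 1946 and 3.83 FPKM with *Zfp423*. All 7 had a mean of at least 1 FPKM in AstroEGFR* and all 7 were lower in PT, with a median of -3.73. With the means of PT and AstroEGFR* removed, the genes upregulated with *Zfp423* only in AstroEGFR*2 followed these markers with a median correlation of 0.706, so a different share of fibroblast or meningeal cells in the cultures may contribute to their fall in PT. This rests mostly on AstroEGFR*3, without which the correlation was 0.182, at percentile 98.7 of 10000 random lists. The genes downregulated with *Zfp423* only in AstroEGFR*3 gave 0.652 and, without that library, 0.0849, at percentile 99.4. Against this explanation, the genes upregulated only in AstroEGFR*1 also followed the markers (0.440, percentile 99.9), but had a mean log2 fold change of -0.021 in PT. Without AstroEGFR*3 these followed them at -0.142, percentile 31.6. Other lists ran opposite to the markers, and a smaller share of fibroblast or meningeal cells in PT should raise them. The genes downregulated only in AstroEGFR*2 were at -0.455, and at -0.330 without AstroEGFR*3, yet their mean in PT was -0.038. Those downregulated only in AstroEGFR*1 were at -0.233 and -0.115, with a mean of -0.45. Those upregulated only in AstroEGFR*3 were at -0.572 and -0.318, with a mean of 1.25, which goes with the explanation.

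In the other marker lists the median log2 ratios with *Zfp423* in batches 1, 2 and 3 were 0.15, 0.084 and -0.41 for endothelium, -0.015, -0.31 and 0.0091 for the oligodendrocyte lineage, and -0.14, -0.37 and -0.076 for neurons. AstroEGFR* had a mean of at least 1 FPKM for 0 of 6, 4 of 8 and 1 of 4 of these genes.

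Small non-coding RNA made up 27.5% of the FPKM in AstroEGFR*2, far above the other AstroEGFR* libraries. On the log2 scale, the mean correlation of AstroEGFR*1 and AstroEGFR*3 with the first component exceeded that of AstroEGFR*2 by 0.0289, and by -0.0042 without small non-coding RNA and histone genes. Transcripts without a poly(A) tail may therefore be what sets AstroEGFR*2 apart in the principal component analysis.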

How the results depend on the processing

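The settings without small non-coding RNA and histone genes and FPKM without logarithm over all features were chosen only after the result was seen.

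The number of features past the threshold between PT and AstroEGFR* was 45 with no filter on low values (9 higher, 36 lower), 62 with all 10 libraries in 1 fit (17 higher, 45 lower), 475 with the batch of origin as a replicate block (146 higher, 329 lower) and 59 with PT1 and PT4 averaged (20 higher, 39 lower). With 1 library left out it was 7 to 123, with 1 to 37 higher and 6 to 99 lower. It was 7 without AstroEGFR*1, 54 without AstroEGFR*3, 97 without PT1, 70 without PT2 and 58 without PT4. Of the named transcripts 8 passed with the block for the pairing, and 0 to 4 with 1 library left out. Of the 22 TFs 0 passed with median-ratio scaling, and 0 to 1 with 1 library left out.

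For *Zfp423* overexpression 2 features passed without the replicate block, both higher. With 1 batch left out there were 0 to 51, with 0 to 50 higher and 0 to 1 lower, and the 51 were found without batch 2, 49 of them small non-coding RNA or histone genes. At a cutoff of 1.5-fold, 2558 features were higher and 2132 lower in batch 1, 2658 and 2658 in batch 2, and 2626 and 3213 in batch 3. The correlation of the changes in batches 1 and 3 turned to -0.066 without small non-coding RNA and histone genes.

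With fry 2 preset lists passed, the BMP and SMAD targets (mean -2.002, adjusted p = 0.00668) and the serum response (mean -3.12, adjusted p = 0.0035). The mean of the genes upregulated only in AstroEGFR*1 turned to 0.099 with the block, and ranged from -0.38 to 0.68 with 1 library left out. Those downregulated only in AstroEGFR*1 ranged from -0.80 to 0.058, the latter without AstroEGFR*1, and those downregulated only in AstroEGFR*2 from -0.33 to 0.16.

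Directions of genes that did not pass also turned. *Sox2* was at -0.063 with the block and at -0.21 to 0.70 with 1 library left out, and *Smad2* at -0.011 with the block and at -0.12 to 0.17. With 1 library left out, *Egr1* ranged from -0.43 to 0.88, *Egr2* from -0.71 to 0.30, *Tfap2a* from -0.053 to 0.91, *Klf4* from -0.88 to 0.072, *Sp2* from -0.48 to 0.23 and *Rest* from -0.34 to 0.28.

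The excess of matched over unmatched correlations was 0.530 with Spearman's correlation and 0.467 without small non-coding RNA and histone genes. In the principal component analysis of FPKM without logarithm the correlations were 0.848, 0.504 and 0.836 with 55.7% of the variance, and over all features 0.851, 0.515 and 0.838 with 56.4%. The share of cluster 1 retained in batch 1 was 35.0% at 1.5-fold, 47.2% for the highest of the batches, 30.8% with a pseudocount of 0.1 and 27.6% to 31.8% without PT4 or PT1. For cluster 2 it was 32.5% at 1.5-fold and 37.8% for the highest of the batches.

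Over all single genes and settings, the reversals above included, 275 values were the same, 4 were stronger, 32 were weaker and 18 were reversed. A value was the same when its sign and its side of the threshold were kept, so genes that never passed count too. The 32 weaker values all belong to the 5 named transcripts and the 1 TF that passed in the unaltered fit. *Zfp423* is both a named transcript and a candidate TF, so its values, all among those that were the same, are counted under both.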

Differences from the paper's values

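FPKM without logarithm over all features, and the results without small non-coding RNA and histone genes, were chosen only after the result was seen.

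The paper gives 545 DEGs, 273 higher and 272 lower in PT, where limma called 152, 39 higher and 113 lower. Of the alternatives set before the data were examined, the batch as a block came within 1.5 times of the paper's total (475) and of its lower genes (329), but not of its higher genes (146). The pseudocount, the filter, the scaling, the trend, all 10 libraries in 1 fit, averaging PT1 and PT4, the 2-fold limit and leaving out any library did not close the gap, nor did leaving out small non-coding RNA and histone genes. CuffDiff uses reads and another model of variance. The log2 ratios themselves correlated at 0.998 with those of the paper's table across 531 genes. The cause was not tested.

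In the principal component analysis the paper's correlations with the first component were 0.8499869, 0.5120449 and 0.8380024 and its share of the variance about 56% (Fig. 6a), where the log2 values gave 0.948, 0.907, 0.924 and 85.9%. FPKM without logarithm, set before the data were examined, gave 0.848, 0.504, 0.836 and 55.7% and closes the gap for all 4 values. FPKM without logarithm over all features, chosen after seeing the values, does so too, with 0.851, 0.515, 0.838 and 56.4%. The genes of the 3 clusters and the pseudocount of 0.1 do not close it, the latter with a share of 82.5%. In FPKM without logarithm but without small non-coding RNA and histone genes, chosen after seeing the values, the correlations were 0.937, 0.929 and 0.912. The paper's separation of AstroEGFR*2 from the other batches may therefore rest on these transcripts.

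The share of cluster 1 retained in the PT of batch 1 was 18.9%, where the paper's value is about 29% (Fig. 6c). Of the alternatives set before the data were examined, a pseudocount of 0.1 (30.8%), the 1.5-fold limit (35.0%) and leaving out PT1 (31.8%) or PT4 (27.6%) close the gap, while the highest of the batches (47.2%) does not. The paper ranks batches 1 and 3 above batch 2. Here batch 1 was below batch 2 (20.1%), and each of these 5 alternatives puts it above. The shares of the other batches were 20.1% and 37.6%, where the paper's are about 21% and about 33% (Fig. 6c). At 1.5-fold batch 2 reached 32.5%, and for the highest of the batches 37.8% and 51.7% in batches 2 and 3.

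The paper states that *Zfp423* is repressed in PT, for which it also gives qRT-PCR in more samples and in another mouse model of glioma. In the RNAseq values *Zfp423* was lower in all 4 PT libraries, and it is not in the paper's own table of DEGs. It did not pass with the other pseudocount, with median-ratio scaling, with the block or without any 1 library. Of the genes that the paper gives as changed, *Wnt7b* and *Nfatc4* did not pass in these fits either, and *Nfatc4* had no value without AstroEGFR*3. *Shh*, *Tgfb3* and *Lox* passed among these fits with the batch as a block, and *Lox* also without AstroEGFR*2.

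The paper states that each AstroEGFR* clusters with its own tumour. Over all features this held for 1 of 3 by the nearest library, also with Euclidean distance. It held for 0 of 3 with a pseudocount of 0.1 or without small non-coding RNA and histone genes. Linkage does not enter the nearest library, so complete linkage is no separate check. None of these settings gave it for all 3. All of them used the log2 scale, and FPKM without logarithm was not clustered.

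The paper gives *Sox2* as lower with *Zfp423* only in AstroEGFR*2, but it was also lower in AstroEGFR*1, by a log2 ratio of -1.71. The paper reports enrichments of the *Zfp423*-dependent genes of AstroEGFR*2 and AstroEGFR*3 among the DEGs. The directions were those of the paper, but no list passed with camera, with fry or in the refits with the pseudocount, the scaling, the block or 1 library left out. The paper's enrichment test was not repeated.

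The paper gives 456 genes that gained H3K27me3, and its Supplementary Data 1 holds 454.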

Other observations

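The tests of the change of library type, the serum list in the AstroEGFR*3 *Zfp423* library, the culture medium and the shared AstroEGFR*2 library were chosen only after the result was seen.

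Of the 35 splits of the 7 libraries into groups of 3 and 4, 1 gave as many features past the threshold as the comparison of PT with AstroEGFR*, namely the comparison itself, and the next split gave 18. The same held for the named transcripts, with 1 split of 35. Most of these were named as DEGs of these libraries, so for them the result is not independent evidence. For the 22 TFs it was also 1 split of 35, and the count rests on *Klf5* alone. For the *Zfp423*-dependent lists 35 of 35 splits gave as large a count, because 0 lists passed, with 0 at an unadjusted p below 0.05. The same was true of the 5 preset lists, with 35 of 35 splits, where 0 passed and 2 had an unadjusted p below 0.05. For the genes changed with *Zfp423*, without a block, 3 of 10 splits gave as large a count, so a change by *Zfp423* shared by the batches and a random split cannot be told apart.

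AstroEGFR* and PT of the same batch shared their library type. With the *Zfp423* libraries, which are all rich in small non-coding RNA, in place of AstroEGFR*, the matched pairs exceeded the unmatched ones by 0.144 (exact permutation test, one-sided, p = 0.167). A resemblance by origin and one by library type cannot be told apart with these libraries.

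In AstroEGFR*2, where both libraries of the pair are rich in small non-coding RNA, 3004 features changed at least 2-fold with *Zfp423*, against 2352 in AstroEGFR*1 and 3236 in AstroEGFR*3. A change of library type between the pair is therefore not needed for so many changes.

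The AstroEGFR*3 *Zfp423* library lay at 0.601 between AstroEGFR* (0) and PT (1) on the genes past the threshold. On the 13 genes of the serum list that differed at least 2-fold its position was 0.582, so a loss of serum-response transcripts may be part of this resemblance, and outside this list it was 0.596. The other *Zfp423* libraries lay at 0.0367 and 0.00691.

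Of 21 serum-response genes 19 were tested and 16 were lower in PT, 8 past the threshold and 13 when adjusted over the list alone. The mean log2 fold change was -3.12 (camera on the limma fit, Benjamini-Hochberg adjusted p = 0.0833, in a range from 0.0035 with fry to 0.146). Cholesterol synthesis genes, which a serum-free medium could raise, had a mean of 0.713 and 14 of 14 were higher, but with camera the limma adjusted p was 0.376. Without AstroEGFR*1 the mean was 0.32 and 4 of the 14 were lower, and without AstroEGFR*3 it was 1.09. The culture medium and the tumour step cannot be told apart here. Of 11 PRC2 subunits 10 were lower, with a mean of -0.27 (limma, camera adjusted p = 0.360) and 0 past the threshold, with 0 at an unadjusted p below 0.05. Of 13 Sox family genes 11 were higher, with a mean of 0.53 (limma, camera adjusted p = 0.581) and 0 past the threshold, with 0 at an unadjusted p below 0.05. Their mean was 0.14 without PT4, 0.35 without PT1, 0.33 without AstroEGFR*3 and 0.87 without PT3.

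AstroEGFR*2 is shared by the comparison that gave the genes upregulated with *Zfp423* only in AstroEGFR*2 and by that of PT. In 100 simulations with a shared library and no change, the lowest mean log2 fold change of such a list in PT was 0.45. A shared library pushes such a list upwards in PT, so it does not by itself give the observed fall of -1.52. This direction was set beforehand, so the simulation is no further evidence.

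*Xist* was at 20.4 FPKM in AstroEGFR*2, 34.9 FPKM in PT2 and 26.3 FPKM in the AstroEGFR*2 *Zfp423* library. Y-linked genes were listed near 0 in these 3 libraries only, which fits the origin that the labels and Fig. 6c give them. *Egfr* was at 7.81 FPKM in AstroEGFR*1 and 362 FPKM in AstroEGFR*2.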
